# Spon1^+^ inflammatory monocytes promote collagen remodeling and lung cancer metastasis through lipoprotein receptor 8 signaling

**DOI:** 10.1172/jci.insight.168792

**Published:** 2024-05-08

**Authors:** Kristina M. Whately, Nisitha Sengottuvel, Lincy Edatt, Sonal Srivastava, Allison T. Woods, Yihsuan S. Tsai, Alessandro Porrello, Matthew P. Zimmerman, Aaron C. Chack, Stuart R. Jefferys, Gabriella Yacovone, Dae Joong Kim, Andrew C. Dudley, Antonio L. Amelio, Chad V. Pecot

**Keywords:** Immunology, Oncology, Collagens, Lung cancer, Monocytes

## Abstract

Lung cancer is the leading cause of cancer-related deaths in the world, and non–small cell lung cancer (NSCLC) is the most common subset. We previously found that infiltration of tumor inflammatory monocytes (TIMs) into lung squamous carcinoma (LUSC) tumors is associated with increased metastases and poor survival. To further understand how TIMs promote metastases, we compared RNA-Seq profiles of TIMs from several LUSC metastatic models with inflammatory monocytes (IMs) of non–tumor-bearing controls. We identified *Spon1* as upregulated in TIMs and found that *Spon1* expression in LUSC tumors corresponded with poor survival and enrichment of collagen extracellular matrix signatures. We observed SPON1^+^ TIMs mediate their effects directly through LRP8 on NSCLC cells, which resulted in TGF-β1 activation and robust production of fibrillar collagens. Using several orthogonal approaches, we demonstrated that SPON1^+^ TIMs were sufficient to promote NSCLC metastases. Additionally, we found that *Spon1* loss in the host, or *Lrp8* loss in cancer cells, resulted in a significant decrease of both high-density collagen matrices and metastases. Finally, we confirmed the relevance of the SPON1/LRP8/TGF-β1 axis with collagen production and survival in patients with NSCLC. Taken together, our study describes how SPON1^+^ TIMs promote collagen remodeling and NSCLC metastases through an LRP8/TGF-β1 signaling axis.

## Abstract 2

Inflammatory monocyte SPON1 acts on LRP8-expressing cancer cells to activate TGF&beta;, which in-turn triggers cancer cell mediated collagen remodeling to promote NSCLC metastases.

## Introduction

Lung cancer causes the most deaths in both men and women with cancer, taking more lives than colon, breast, and liver cancers combined (1). The probability of developing lung cancer for any individual is 1 in 16 for men and 1 in 17 for women (1). While these odds include the general population, the risk increases drastically for individuals with a smoking history (2). The 2 major subtypes of lung cancer are small cell lung cancer and non–small cell lung cancer (NSCLC). NSCLC is further divided into lung adenocarcinoma (LUAD) and lung squamous cell carcinoma (LUSC). For patients with NSCLC, the 5-year relative survival rate was 22% across all stages between 2011 and 2017 (1). Although immune checkpoint inhibitors (ICI) have significantly improved both progression-free and overall survival, revolutionizing the treatment of NSCLC (3, 4), only about 20% of unselected patients with LUSC respond to these therapies (5–7). Various combination therapies such as chemotherapy and ICI therapy (e.g., anti-CTLA4 and anti–PD-1) can increase the percentage of patients who can benefit from these inhibitors, but durable responses to these combinations are limited (8). Therefore, further evaluation of NSCLC progression is needed to establish novel therapeutics for patients.

In addition to what is known about the unfavorable conditions produced by a PD-1 ligand (PD-L1) negative status for anti–PD-1 therapies, profiling the immune cell populations of nonresponders to anti–PD-1 inhibition has suggested that the infiltration of immune suppressive cell populations like Tregs and myeloid cells may be responsible for resistance (9). Myeloid cells constitute a high proportion of the infiltrating cells in tumors, and preclinical models suggest that these cells have an important role in promoting metastases and poor patient survival across several cancer types (10). For example, bulk RNA-Seq of sorted populations of myeloid cells in immunocompetent genetically engineered mouse models (GEMM) of LUAD showed that tumor-associated neutrophils (TANs) cause T cell suppression by arginine depletion (11). Arginase inhibition was able to successfully prevent tumor growth and promoted an antitumor immune microenvironment in an immunocompetent LUAD mouse model. Another group studying transdifferentiation of LUAD into LUSC found Sox2-driven recruitment of TANs to the periphery of tumors, regardless of their subtype (12). A different study found that dual depletion of Lkb1 and Pten resulted in a LUSC histology and recruitment of TANs to the tumor, while Kras mutations produced LUAD histologies and were more characterized by macrophage signatures (13). A key myeloid driver of several protumorigenic phenotypes is tumor-associated macrophages (TAMs). TAMs are made up of a polarized M2 phenotype when they infiltrate tumor tissues, and they promote tumor formation and metastases through suppressing lymphoid cells and alter the TME by production of growth factors like FGF, TGF-β, and VEGF to promote angiogenesis and connective tissue degradation (14, 15). TAMs have also been known to modify the ECM by creating a profibrotic microenvironment and degrading collagen in the TME (16, 17). Thus, TAMs have been shown to promote tumorigenesis by leading to senescence and to promote increased invasion and metastasis (18–20).

Previously, tumor inflammatory monocytes (TIMs) were often regarded as inactive precursors of TAMs (21). However, high monocyte counts in the peripheral blood correlated inversely with patient survival in patients with pancreatic cancer with resected tumors (22). TIMs are usually identified with the same markers as monocytic myeloid–derived suppressor cells (MDSCs: CD11b^+^Ly6C^hi^Ly6G^–^) (23). TIMs preferentially migrate to metastatic lesions over primary tumors (24), and several studies have started to explore their roles in the TME beyond T cell suppression, such as extracellular matrix (ECM) remodeling via fibrin cross-linking, wound-healing, and promotion of tumor angiogenesis (24–27). Recent evidence has shown unique roles specific to TIMs in NSCLC. LUAD tumor cells have been shown to recruit CD14^+^ monocytes, and patients expressing high levels of CD14^+^ cells in their tumors were found to have worse prognosis when compared with their CD14^mid^ and CD14^lo^ counterparts (28). Immunogenomic analysis of The Cancer Genome Atlas (TCGA) has revealed that approximately half of LUSC tumors are characterized by dense infiltration of TIMs and poor survival and has shown that CCL2-mediated recruitment of TIMs is necessary and sufficient to promote lung cancer metastases (25). Using a comprehensive proteogenomic approach of resected LUSC tumors, another group found that “inflamed” subtypes of LUSC had higher recruitment of monocytes associated with significantly higher expression of the ICI marker PD-1 (29). While the importance of TIMs in NSCLC is beginning to be appreciated, the mechanisms by which TIMs promote lung cancer progression remain poorly understood.

Here, by integrating bioinformatic approaches with in vitro and in vivo modeling of the TME, we demonstrate that F-Spondin–expressing (SPON1-expressing) TIMs promote fibrillar collagen production and metastases through a LRP8/TGF-β1 signaling axis in cancer cells. Taken together, these findings demonstrate a previously unappreciated role of how TIMs co-opt cancer cells to remodel collagen and reveal a potentially new therapeutic vulnerability in a difficult-to-treat disease.

## Results

### SPON1 is highly expressed in tumor-infiltrating inflammatory monocytes.

To evaluate how TIMs (CD45^+^SiglecF^–^CD11b^+^Ly6G^–^Ly6C^hi^) may promote lung cancer metastasis, we utilized 2 models generated in our lab to study gene expression profiles of TIMs. We used primary tumors and lymph node metastases from the highly metastatic KAL-LN2E1 (LN2E1) model, which was derived from the KAL LUSC parental cell line that grew in FVB mice (25). We also used an experimental metastases model with our KLN-LN4K1 (LN4K1) model, which was derived from the parental cell line KLN-205 (25). Using inflammatory monocytes (IMs) sorted from LN2E1 primary tumors and lymph node metastases (Figure 1A), and using LN4K1 experimental metastases, we compared RNA-Seq profiles of TIMs with IMs harvested from the BM (BM IMs) of non–tumor-bearing mice. 

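RNA from 21 samples of sorted IMs in 5 groups was sequenced. TIMs came from LN2E1 primary tumors (n = 5), LN2E1 lymph node metastases (n = 5) and LN4K1 lung metastases (n = 5). BM IMs came from FVB mice (n = 3) and from DBA2 mice (n = 3). Each n counts libraries, which the paper's methods call technical replicates without giving the number of mice behind them. The SDs, standard errors and p values below may therefore not describe the spread between mice. LN2E1, a LUSC line made by in vivo passaging, was placed in the lungs of FVB mice, with 500000 cells per mouse in the sample labels. LN4K1 cells were injected intravenously into DBA2 mice, with 300000 cells per mouse in the labels, so that cell line, strain, route and tissue all changed together between the models. Monocytes were enriched with a kit and then sorted, and any other cell that passed the sort added its RNA to the values. Libraries were made by SMART amplification of full cDNA from little RNA followed by tagging with a transposase (Nextera XT), and reads carried no strand, so reads on genes that overlap on opposite strands could not be separated. The authors trimmed adapters with BBDuk, aligned read pairs to the mm10 genome with BBMap and counted them on genes with featureCounts. The values used here are these raw counts, 1 for each of 23420 gene symbols in each library, of which 3910 had 0 counts in every library. Total counts per library were between 82366078 and 94315412 in FVB BM IMs (median 87606062), between 81872688 and 85617214 in DBA2 BM IMs (median 84883628), between 87268067 and 95041694 in primary tumor TIMs (median 90248102), between 80772922 and 95628109 in lymph node TIMs (median 89488839) and between 82555019 and 101043568 in LN4K1 lung TIMs (median 95183428). At this depth, a gene with 0 counts in a library could have had up to 3 counts, or between 0.0297 and 0.0371 CPM, which are counts scaled to the size of the library, a limit that covers counting error only. Lyz2 had the most counts of any gene in every library, from 2.77% to 10.3% of the total. Starting from the counts, CPM values were scaled over the 21 libraries with edgeR's TMM factors. Each TIM group was compared with the BM IMs of its own strain by edgeR's quasi-likelihood test, over genes that passed edgeR's default filter on low counts. A gene was taken as a DEG at the paper's thresholds, a Benjamini-Hochberg adjusted p under 0.0001 and an absolute log2 fold change above 1. The paper made these calls with DESeq2 and fold changes shrunken under a normal prior, a tool that was run here as an alternative.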

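In LN2E1 primary tumors, 1879 of the 14569 genes tested were DEGs between TIMs and FVB BM IMs, 1124 of them higher and 755 lower in TIMs. In LN2E1 lymph node metastases, 758 of 13273 genes were DEGs, 532 higher and 226 lower. In LN4K1 lung metastases, compared with DBA2 BM IMs, 405 of 13624 genes were DEGs, 165 higher and 240 lower. The share of DEGs that were higher in TIMs was thus 59.8% in primary tumors, 70.2% in lymph node metastases and 40.7% in LN4K1 lung metastases. Among the 12782 genes tested in all 3 comparisons, 219 were DEGs in all 3, and each of these changed in the same direction throughout, 119 higher and 100 lower in TIMs. The 119 genes had a median log2 fold change of 3.38 in primary tumors, 3.68 in lymph node metastases and 2.79 in LN4K1 lung metastases, and the 100 genes had medians of -3.24, -3.70 and -3.30. For all 219 genes, the TIM libraries did not overlap the BM IM libraries in any of the 3 comparisons. Such a separation arose for 2445 of the genes tested in all 3, and chance gives it for 3.57% of genes in 1 comparison of 5 libraries with 3. The choice of tool raised these counts most. With DESeq2 and the same thresholds on unshrunken fold changes, 4025, 2419 and 1602 genes were DEGs in primary tumors, lymph node metastases and LN4K1 lung metastases, and 867 in all 3, among them all 219. With DESeq2's shrunken fold changes the numbers were 4004, 2402 and 1565, with 856 in all 3, 512 higher and 344 lower. The share that was higher in LN4K1 lung metastases was then 55.7%, and in primary tumors 69.9%. Leaving out a single library also moved the counts. In LN4K1 lung metastases, 132, 133 and 115 genes were DEGs without DBA2 BM IM replicates 1, 2 and 3, between 195 and 242 without LN4K1 lung TIM replicates 1, 2, 4 or 5, and 840 without LN4K1 lung TIM replicate 3. Of the 132, 133 and 115 genes, 31, 37 and 25 were higher, so that the share of higher DEGs there went from 40.7% to 23.5%, 27.8% and 21.7%. In lymph node metastases the numbers were 332, 307 and 458 without FVB BM IM replicates 1, 2 and 3, and between 379 and 463 without lymph node TIM replicates 2 to 5. In primary tumors they were 1062 and 938 without FVB BM IM replicates 1 and 2, and between 1152 and 1240 without primary tumor TIM replicates 2, 4 or 5. Genes that passed in all 3 comparisons numbered between 71 and 81 without any 1 of the DBA2 BM IM libraries, 137 and 131 without FVB BM IM replicates 1 and 2, between 124 and 136 without LN4K1 lung TIM replicates 1, 2 or 4, and 346 without replicate 3. Without DBA2 BM IM replicates 1, 2 and 3, 22, 30 and 21 of the shared genes were higher.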

Using stringent thresholds, we found 283 differentially expressed genes (DEGs) in TIMs that were consistently overexpressed in primary tumors, lymph node metastases, and distant lung metastases when compared with IMs from healthy BM in the same strain of mice (Figure 1B). From the list created, we selected the top 10 upregulated genes most strongly associated with poor survival in the LUSC TCGA data set for further validation (Figure 1C and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.168792DS1). 

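The 10 genes selected by the paper were Il1b, Spon1, Cfb, Socs3, Icam1, Sdcbp, Gadd45b, Klf7, Csrnp1 and Ifitm2. All 10 were higher in TIMs than in BM IMs of the same strain in each of the 3 comparisons. No TIM library overlapped a BM IM library for any of the 10, and a two-sided exact permutation test of the difference in mean log2 CPM gave p = 0.0179 for each gene and comparison, the smallest p that 5 libraries against 3 allow. By the thresholds for DEGs, 9 of the 10 passed in primary tumors, 9 in lymph node metastases and 6 in LN4K1 lung metastases. Adjusted over the list alone, 10, 9 and 9 passed, but the study chose these genes on the same libraries, so that these numbers are not independent evidence. Il1b rose from 8.90 ± 1.17 CPM (SD, n = 3) in FVB BM IMs to 1848 ± 342 CPM (n = 5) in primary tumor TIMs and 1092 ± 148 CPM (n = 5) in lymph node TIMs, and from 10.4 ± 8.42 CPM (n = 3) in DBA2 BM IMs to 1544 ± 744 CPM (n = 5) in LN4K1 lung TIMs. Its log2 fold changes were 7.68 (standard error 0.22, adjusted p = 6.27e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 6.95 (standard error 0.20, adjusted p = 5.07e-08) and 7.14 (standard error 0.71, adjusted p = 8.63e-05). Cfb had log2 fold changes of 6.31 (standard error 0.23, adjusted p = 1.02e-07 from the same edgeR test), 6.85 (standard error 0.29, adjusted p = 3.03e-07) and 3.78 (standard error 0.30, adjusted p = 2.1e-05). Socs3 rose by 8.86 and 8.15 on the log2 scale in the LN2E1 groups and by 7.98 (standard error 0.86) in LN4K1 lung metastases, where its adjusted p of 0.00015 from edgeR's test did not pass. Icam1 rose by 3.06, 3.00 and 2.63, Gadd45b by 2.91, 3.39 and 2.68, Csrnp1 by 4.76, 4.87 and 2.50, and Ifitm2 by 1.73, 1.74 and 1.37 on the log2 scale in primary tumors, lymph node metastases and LN4K1 lung metastases. Sdcbp, at 599 CPM in FVB BM IMs, changed least, with log2 fold changes of 1.06, 1.39 and 0.96, the last of them under the threshold of 1. Klf7 passed in none of the 3 comparisons, with log2 fold changes of 1.76, 1.73 and 1.12 and adjusted p values of 0.00031, 0.00281 and 0.00133 from edgeR's test. With DESeq2's shrunken fold changes or with all 5 groups in 1 edgeR fit, 9 of the 10 were DEGs in all 3 comparisons, against 6 here. The calls in LN4K1 lung metastases fell whichever DBA2 BM IM library was left out. Without replicate 1 or replicate 2 none of the 10 passed, although all 10 had an unadjusted p under 0.05, and without replicate 3 only 1 passed. Without LN4K1 lung TIM replicate 3 the number was 8, and without any 1 of the other 4 LN4K1 lung TIM libraries, 3 passed. A fit with fewer libraries has less power at this threshold, so that these falls do not show that the calls rest on particular libraries. The log2 fold change of Spon1 stayed between 3.31 and 3.87 in these fits. Sdcbp passed in 2 of the 8 fits that left out a library in primary tumors and in 1 of 8 in lymph node metastases, and Ifitm2 in 2 of 8 in lymph node metastases. In the GRCm38 annotation, which is mm10, Il1b lies on chromosome 2 from 129364570 to 129371139, Cfb on chromosome 17 from 34856374 to 34862518, Socs3 on chromosome 11 from 117966079 to 117970047 and Gadd45b on chromosome 10 from 80930073 to 80932204. Spon1, Socs3 and Gadd45b shared no exon with another gene, whereas exons of Il1b, Icam1, Sdcbp, Klf7 and Csrnp1 overlapped those of genes on the opposite strand, and exons of Cfb and Ifitm2 those of a gene on the same strand, so that part of their reads could have come from the other gene. From the genes that changed in primary tumors, lymph node metastases and lung metastases alike, each against BM IMs of the same strain, the paper selected these 10 by their association with poor survival in LUSC and carried them forward.

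**Figure D1:**
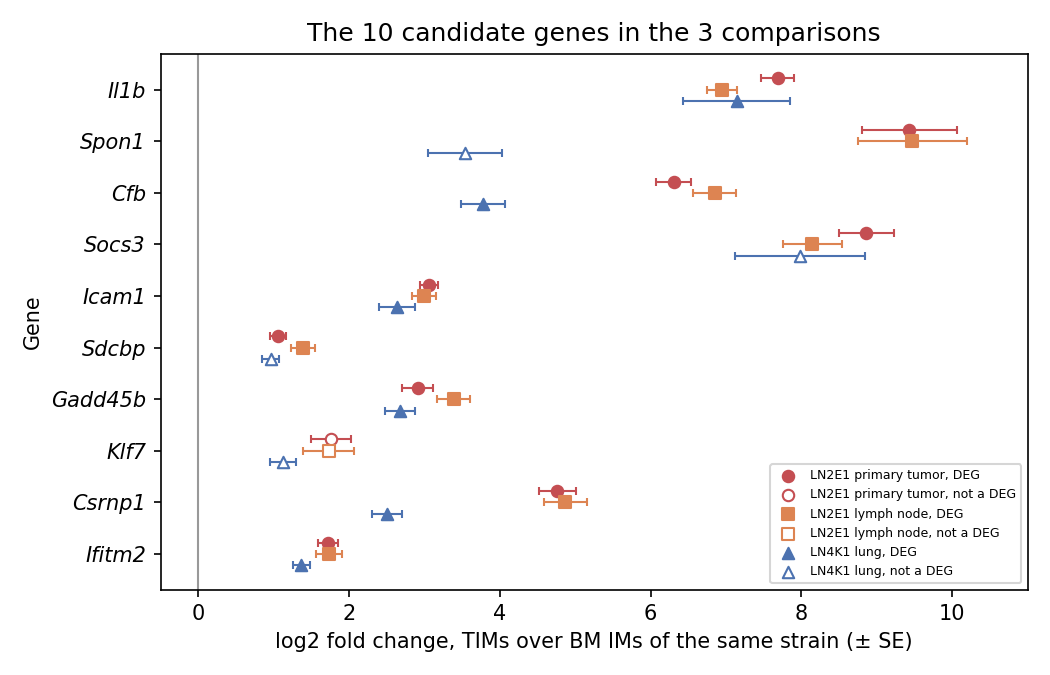
Log2 fold change of TIMs over BM IMs of the same strain for the 10 genes, in primary tumors, lymph node metastases and LN4K1 lung metastases. Bars are standard errors, filled points are DEGs and open points are not. All points lie above 0; Klf7 is open in all 3 comparisons, and Spon1, Socs3 and Sdcbp are open in LN4K1 lung metastases.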

In a separate validation experiment, we confirmed that *Il-1β*, *Spon1*, and *Cfb* showed significantly increased expression in TIMs in the LN2E1 model when compared with IMs from the BM of non–tumor-bearing mice. *IL-1β* is known to be expressed in TIMs and has been studied in NSCLC (30); however, recent clinical trials using an IL-1β targeting antibody (Canakinumab) failed to show improved NSCLC outcomes (31–35). Because SPON1-expressing TIMs have never been studied, to our knowledge, we sought to understand how SPON1 in the TME may support NSCLC progression and poor survival. Compared with non–tumor-bearing mice, we observed that IMs isolated from tumors and circulating IMs in tumor-bearing mice showed overexpression of *Spon1* (Figure 1D). We also evaluated SPON1 levels in the serum and observed a significant increase in tumor-bearing mice (Figure 1E). Consistent with SPON1 promoting lung cancer progression, LUSC tumors expressing high levels of *SPON1* had decreased overall survival (Supplemental Figure 1A). Additionally, in earlier stages of LUSC, elevated *SPON1* expression levels were associated with decreased overall survival (Supplemental Figure 1, B and C).

To determine if SPON1 can be secreted from IMs, we cocultured BM derived IMs from WT or *Spon1*^–/–^ mice with Lewis Lung Carcinoma (LLC) cells. An ELISA of the conditioned media 5 days later showed increased SPON1 secretion from WT IMs (Figure 1F). We confirmed that the lung cancer cells (LN2E1, LN4K1, and LLC) had low expression of *Spon1* compared with IMs isolated from BM or TIMs isolated from LLC tumors (Supplemental Figure 1, D and E). When compared with WT mice, *Spon1*^–/–^ mice orthotopically injected with LLC cells showed reduced serum levels of SPON1 (Figure 1G). Using a publicly available single-cell RNA-Seq data set from patients with NSCLC (36), we evaluated myeloid subsets for *SPON1* expression. Interestingly, we found that multiple Mono cell subsets express *SPON1*; this subset includes the inflammatory monocyte population, Mono1 (Figure 1H). Consistent with our mouse model, the Mono1 population in blood and tumor samples of patients with NSCLC showed elevated *SPON1* expression. 

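Spon1 was measured in the sorted IMs of both mouse models. In FVB BM IMs its counts were 14, 8 and 0 in the 3 libraries. It reached 53.7 ± 14.4 CPM (SD, n = 5, from 35.2 to 70.8) in TIMs of LN2E1 primary tumors and 55.0 ± 13.7 CPM (n = 5, from 41.5 to 77.9) in TIMs of lymph node metastases. The log2 fold changes over FVB BM IMs were 9.43 (standard error 0.63, adjusted p = 2.5e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 9.47 (standard error 0.72, adjusted p = 7.64e-06). These 2 values rest on few counts in FVB BM IMs: they fell to 8.80 and 8.84 without FVB BM IM replicate 3, which had 0 counts, and rose to 10.40 and 10.42 without replicate 1. Without FVB BM IM replicate 2, the lymph node value of 9.51 no longer passed, with an adjusted p of 0.000117 from edgeR's test, against 7.64e-06 with all libraries and a range from 5.2e-81 to 0.0027 over the other settings tried. Lymph node and primary tumor TIMs did not differ, with a log2 fold change of 0.05 (standard error 0.21, adjusted p = 0.924 from edgeR's test). In the DBA2 strain, BM IMs already carried 808 to 1661 Spon1 counts per library, or 12.6 ± 4.7 CPM (n = 3), and TIMs of LN4K1 lung metastases had 152.0 ± 66.8 CPM (n = 5, from 59.3 to 217). The log2 fold change there was 3.54 (standard error 0.49), with an adjusted p of 0.000708 from edgeR's test, above the threshold of 0.0001 for a DEG. It became a DEG in 1 of the 8 fits that each left out a library, the one without LN4K1 lung TIM replicate 3, with a log2 fold change of 3.75 and an adjusted p of 2.74e-05 from edgeR's test. With DESeq2's shrunken fold changes it was a DEG, with a log2 fold change of 3.20 and an adjusted p of 1.07e-16 from DESeq2, where the adjusted p ranged from 1.1e-16 to 0.036 over the settings tried. LN4K1 lung TIM replicate 3 had the lowest Spon1 level of its group, 59.3 CPM. Its epithelial genes Krt8, Krt18 and Krt19 summed to 0.217 CPM, against 70.2 to 144 CPM in the other LN4K1 libraries. Tumor epithelial RNA as a part of Spon1 in this group therefore cannot be told apart from a rise within TIMs. Spon1 lies on chromosome 7 of GRCm38 from 113765998 to 114043370 on the forward strand.

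**Figure D2:**
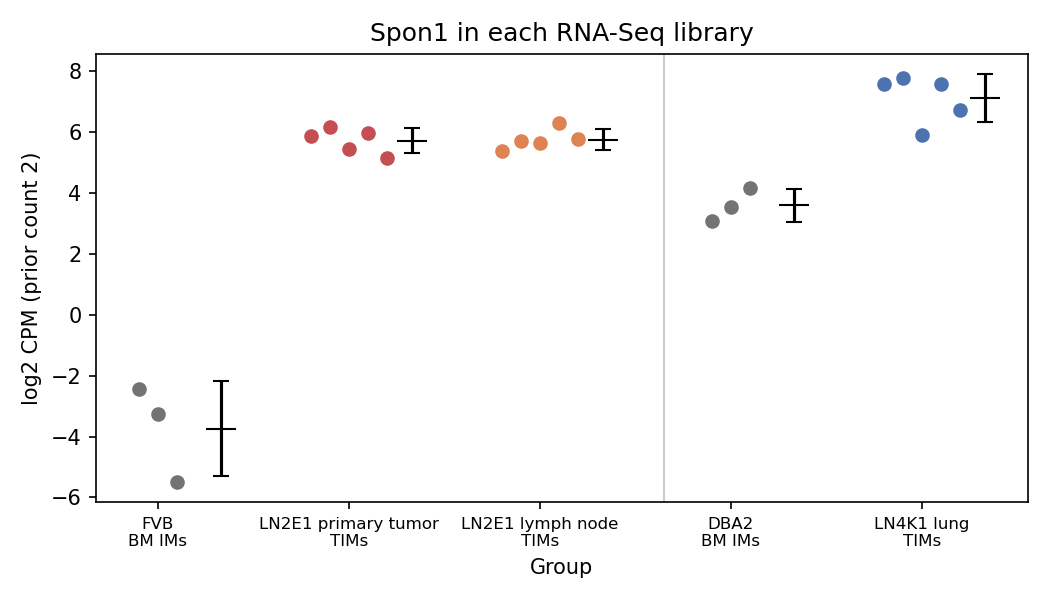
Spon1 expression in log2 CPM in each of the 21 libraries, by group, with the mean and SD of each group. All 15 TIM libraries lie above the 6 BM IM libraries, and DBA2 BM IMs lie above FVB BM IMs.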

Taken together, these results suggest that TIMs are a source of SPON1 within the TME and that SPON1^+^ TIMs may promote NSCLC progression.

### SPON1^hi^ patients show high levels of EMT processes.

To better understand the mechanism underlying the poor prognosis we observed in *SPON1*^hi^ patients, we used TCGA data to examine DEGs between patients below (*SPON1*^lo^) and above (*SPON1*^hi^) the median expression threshold (Figure 2A). Using Gene set enrichment analysis (GSEA), we found that *SPON1*^hi^ patients showed highly significant enrichment in epithelial-to-mesenchymal transition (EMT) and collagen/ECM-related gene sets (Figure 2B and Supplemental Table 2). In the Hallmarks gene sets curated, EMT was the most significantly enriched gene set (FDR *q* = 0, *P* = 4.12 × 10^–56^) (37). Additionally, many gene sets were enriched for collagen and ECM pathways. In the C5 collection of gene sets, “collagen containing ECM” (FDR *q* = 0.012, *P* = 1.81 × 10^–76^) followed the ECM in most significantly enriched gene sets in *SPON1*^hi^ patients. Among the C2 gene sets, the NABA and NABA Core Matrisomes were the 2 most highly enriched gene sets, which represents a collection of ECM and associated proteins that notably include 36 collagen genes (38). Consistent with these patterns, we saw that enrichment plots for the EMT (Hallmark), collagen (C5) and TGF-β (Hallmark) pathways were all highly enriched (Figure 2C and Supplemental Table 3). To begin understanding how SPON1 may be related to these findings, we compiled a list of 31 genes that overlapped between the most highly enriched gene sets (Supplemental Figure 2). To evaluate how SPON1 may have a role in promoting cancer progression, we further selected the top 11 genes from this initial list with the highest hazard ratios, with a score above 1 indicating worse survival in patients with LUSC (Supplemental Table 4). Notably, almost half of these genes were fibrillar collagens, including *COL1A1*, *COL1A2*, *COL3A1*, *COL5A1*, and *COL11A1*, which are known to promote tumorigenesis by forming tightly aligned fibrils that increase the ECM stiffness, allowing for increased cell invasion (39–41). Other collagens and matrix remodeling proteins in this list included *COL12A1*, *COMP*, *GREM1*, *MMP2*, *POSTN*, and *THBS2*. These data suggest that SPON1^+^ TIMs may support lung cancer progression through EMT and collagen remodeling.

### SPON1^+^ inflammatory monocytes promote spheroid formation and collagen production.

To test the direct effects of SPON1 on lung cancer promotion and collagen production, we treated several NSCLC lines with recombinant SPON1 in vitro. Notably, SPON1 treatment resulted in no differences in cell proliferation rates (Supplemental Figure 3). Since EMT pathways were enriched in *SPON1*^hi^ patients, we evaluated rates of migration and invasion in the same cell lines. The LN4K1 model showed significantly increased migration and invasion with SPON1 treatment, while LN2E1 only showed modest increases (Supplemental Figure 4). These findings are consistent with another study showing treatment of osteosarcoma cell lines with SPON1 increased cell migration and invasion, whereas *Spon1* knockdown reduced these phenotypes (42). Next, we evaluated NSCLC cells grown in spheroids in the presence or absence of recombinant SPON1 and evaluated for spheroid area and numbers (Figure 3A). We saw a significant increase in spheroid area and a modest increase in spheroid numbers for both LUAD (LLC) (Figure 3B) and LUSC (LN2E1) (Figure 3C) cell lines with SPON1 treatment. Furthermore, although fibrillar collagens are typically thought to arise from cancer-associated fibroblasts (CAFs) (43), we observed substantial intrinsic upregulation of many collagen genes in cancer cells in response to recombinant SPON1 treatment (Figure 3, D and E, and Supplemental Figure 5). To evaluate whether SPON1 secreted from IMs could have a similar effect as recombinant SPON1, we isolated BM IMs from either WT C57BL/6 or *Spon1*^–/–^ mice and cocultured them with cancer cell spheroids for 3 consecutive days (Figure 3F). We observed significant increases in spheroid formation with WT IM addition (*P* < 0.0001), which phenocopied recombinant SPON1. The addition of *Spon1*^–/–^ IMs, however, did not lead to any increase in spheroid area (Figure 3G). Additionally, compared with spheroids cocultured with WT IMs, spheroids cocultured with *Spon1*^–/–^ IMs possessed significantly reduced expression of many collagen genes (Figure 3H). Furthermore, recombinant SPON1 can restore the induced expression of collagen genes when cocultured with *Spon1*^–/–^ IMs (Figure 3I). Together, our findings demonstrate that IMs produce and secrete sufficient SPON1 to promote spheroid formation, and unexpectedly, SPON1 can directly induce large amounts of collagen production in NSCLC spheroids.

### SPON1 loss abrogates NSCLC progression and collagen production.

To evaluate the ability of SPON1 to modulate spontaneous metastasis, we orthotopically injected luciferase-labeled LLC (LLC-Luc) cells into the lungs of either WT or *Spon1*^–/–^ mice and monitored mice until either group reached a moribund endpoint. Using 2D optical IVIS and 3D computed tomography with IVIS Spectrum bioluminescent imaging (BLI), we observed that *Spon1*^–/–^ mice had significantly reduced disease burden (Figure 4, A and B). Consistent with our BLI findings, a cross-sectional necropsy showed a significant decrease in both aggregate weight and number of metastatic lesions in the *Spon1*^–/–^ mice compared with WT mice (Figure 4C). However, s.c. tumor growth of LLC tumors grew significantly faster in *Spon1*^–/–^ mice compared with WT (Supplemental Figure 4G). These findings demonstrate that loss of *Spon1* results in significantly reduced NSCLC metastatic progression, which is unrelated to its effects on tumor growth. Tumor sections from the necropsy samples were stained with Picrosirius red to assess relative collagen content. Using an automated image analysis tool to study tumor collagen matrices (44), we observed significantly higher levels of collagen content in the WT mice based on high-density matrix (HDM) percentage and area (Figure 4, D and E). To test the importance of the adaptive immune response in relation to SPON1, we depleted T cells using anti-CD8 antibodies and orthotopically injected LLC-Luc into WT and *Spon1*^–/–^ mice (Figure 4F). CD8 T cell depletion resulted in increased metastatic disease in both WT and *Spon1*^–/–^ mice (Figure 4G). This abrogation of the protective effect of *Spon1*^–/–^ suggests that T cells may play an important role in SPON1-mediated disease progression. These findings demonstrate that SPON1 within the TME supports metastases progression and collagen remodeling.

### SPON1^+^ TIMs are sufficient to promote lung cancer metastases.

Although we observed significantly reduced metastases in the *Spon1*^–/–^ mice, it is possible that TIMs are not a sufficient source of SPON1 to promote metastases. To determine whether SPON1^+^ TIMs can promote NSCLC metastases, we orthotopically injected LLC-Luc into *Spon1*^–/–^ mice. Using BM IMs of either WT or *Spon1*^–/–^ mice, we adoptively transferred IMs on days 6, 8, 11, and 12 following LLC-Luc injection (Figure 5A). IVIS imaging on day 14 revealed that mice infused with WT IMs had significantly increased metastatic progression compared with the mice infused with IMs from donor *Spon1*^–/–^ mice (Figure 5B). These findings were corroborated based on necropsies showing significantly more metastases in the mice infused with WT IMs (Figure 5, C and D). To evaluate whether Spon1^+^ TIMs can fully rescue the loss of function seen in *Spon1*^–/–^ mice (Figure 4, A–C), we directly compared the effects of the adoptive transfers with WT and *Spon1*^–/–^ mice. Using IVIS imaging, before adoptive transfer, we observed significantly decreased tumor burden in all *Spon1*^–/–^ mice groups compared with WT mice (Figure 5, E and F). After adoptive transfer of WT and *Spon1*^–/–^ IMs in *Spon1*^–/–^ mice, we only observed rescue of disease burden with WT IMs in *Spon1*^–/–^ mice (Figure 5, E and G). These data demonstrate that SPON1^+^ TIMs are sufficient to promote NSCLC disease progression.

### SPON1 promotes NSCLC progression and collagen production through an LRP8/TGF-β1 signaling axis.

SPON1 has previously been shown to bind to LRP8/ApoER2 and inhibit osteoclast differentiation and amyloid precursor protein processing (45, 46). To test whether the effects of SPON1 are dependent on LRP8 binding, we created *Lrp8* KOs in the LN2E1 and LLC cell lines (Supplemental Figure 6A). SPON1 treatment increased spheroid numbers in the LN2E1 model but not in the LLC models, and this effect was abrogated by *Lrp8* deletion (Supplemental Figure 6, B and C). Importantly, compared with control sgRNA lines, LN2E1 and LLC *Lrp8*-KO cells lost their ability to upregulate the collagen and matrix remodeling genes when treated with recombinant SPON1 treatment (Figure 6, A and B). Compared with controls, we also observed significantly reduced spontaneous metastases in both LN2E1 and LLC *Lrp8-*KO models in vivo (Figure 6, C and D) as well as a significant reduction in collagen HDMs (Figure 6E). Using the WT or *Lrp8-*KO LLC model in WT and *Spon1*^–/–^ mice, we found significantly decreased tumor burden by IVIS in WT mice with *Lrp8-*KO tumors, and a significantly diseased metastatic burden in the when both SPON1 and LRP8 are knocked out (Figure 6F). Together, these findings support that SPON1 mediates its effects on cancer metastasis and collagen production through its cognate receptor, LRP8.

Although our findings support that SPON1^+^ TIMs can upregulate diverse species of collagen production through tumor cell LRP8 expression, we then determined whether CAFs can also produce collagen via a SPON1/LRP8 axis. Using CAFs isolated from lung tumors of LSL-KRAS^G12D/+^ p53^fl/fl^ Lkb1^fl/fl^ mice, we observed similar LRP8 expression levels on CAFs compared with LLC cells (Supplemental Figure 6, D and E). Using publicly available single-cell RNA-Seq data from patients with NSCLC (36), we evaluated monocyte and fibroblast subsets for *SPON1* expression and found that fibroblast subsets generally have variable, and generally lower, levels of *SPON1* expression than TIMs (Mono1) (Figure 1H). Our findings for CAFs suggest low expression of SPON1 and the presence of LRP8 expression. To determine if the SPON1/LRP8 axis is similar in CAFs, we evaluated the collagen genes in CAFs treated with SPON1. Interestingly, we found a similar increase in collagen genes with SPON1 compared with the LLC spheroid model with SPON1 (Supplemental Figure 6F). This suggests that lung cancer CAFs also have a collagen gene response through SPON1/LRP8 signaling, but cancer cells are also capable of “mimicking” CAFs by using the SPON1/LRP8 axis to produce collagen.

To determine how SPON1/LRP8 signaling promotes collagen production in NSCLC cells, we analyzed the expression levels of the 11 genes in our collagen gene set after recombinant SPON1 treatment of spheroids. An upstream regulator analysis using Ingenuity Pathway Analysis showed TGF-β1 to be the most significant regulator for the 11 collagen and EMT genes upregulated in response to SPON1, classifying our collagen gene signature (Figure 6G and Supplemental Figure 7A). TGF-β1 has an established role in the promotion of matrix remodeling in the TME (47–49). Also, previous work has also shown that SPON1 can activate TGF-β1 in the context of cartilage metabolism (18). To evaluate whether SPON1 signaling through LRP8 can induce TGF-β1 activation, we evaluated several of our tumor models and spheroids for SMAD2 phosphorylation. Using our LLC model, compared with respective controls, we found significantly decreased levels of phospho-SMAD2 in tumors grown in *Spon1*^–/–^ mice (Figure 6H) or from *Lrp8*-KO lines (Figure 6I). Using LN2E1 spheroids with recombinant SPON1, we found an increase in phospho-SMAD2, which was abrogated when combined with a TGF-β inhibitor, SB431542 (Supplemental Figure 7, B and C). Similarly, we found decreased protein expression of phospho-SMAD2 in LLC spheroids cocultured with *Spon1*^–/–^ IMs (Supplemental Figure 7, D and E). To further confirm the SPON1-mediated activation of collagen and EMT genes through TGF-β activation, we assessed LN2E1 WT or *Lrp8*-KO spheroids with treatment of SPON1 or TGF-β inhibitor or activator (Figure 6J). In WT spheroids, we found these genes to be significantly increased with SPON1 treatment and with TGF-β activator, KRFK. Combined treatment of SPON1 and TGF-βi did not modulate gene expression any differently from the untreated spheroids, validating that SPON1-mediated effects are abrogated with TGF-β inhibition. In the *Lrp8*-KO spheroids, gene expression of certain genes is decreased in all treatment groups (Figure 6J). These results verify that SPON1 binding to LRP8 signals through TGF-β signaling to activate collagen and EMT genes.

Next, we used tissue microarray (TMA) cores of patients with NSCLC to evaluate the relevance of the SPON1/LRP8/TGF-β1 axis in clinical samples. Consistent with our bioinformatic, in vitro, and in vivo findings, CCR2^+^ TIMs in patient samples expressed SPON1 in tumors (Figure 7A). While these SPON1^+^ TIMs were about 5 times more abundant in the stroma (PanCK^–^) as compared with cancer cell islets (PanCK^+^), the SPON1^+^ TIMs in the cancer cell islets were associated with collagen deposition in the tumor (Supplemental Figure 8). This suggests that juxtacrine interactions of SPON1^+^ TIMs with cancer cells may be sufficient to promote collagen production. NSCLC cells consistently expressed LRP8 (Figure 7B); however, we observed variable percentages of dual LRP8^+^ and pSMAD2^+^ staining, indicating a dynamic activation state of TGF-β1 in the cancer cells. Collagen was deposited right around the tumor islets (Figure 7C), providing evidence for TGF-β1–induced collagen deposition in the tumors. Also, the density of SPON1^+^ TIMs was modestly correlated with LRP8^+^ and pSMAD2^+^ cancer cells (*r* = 0.27, *P* < 0.0001) (Figure 7D), further suggesting an association between SPON1^+^ TIMs in the tumor and LRP8-associated TGF-β1 activation in cancer cells. SPON1^–^CCR2^+^ cells, however, did not show this association and were negatively correlated with LRP8^+^ and pSMAD2^+^ cells. Dual cancer LRP8^+^ and pSMAD2^+^ staining was also found to be positively correlated with HDM, albeit more modestly (*r* = 0.14, *P* = 0.008), further connecting LRP8-induced TGF-β1 activation with collagen deposition (Figure 7E). Finally, high levels of collagen deposition within resected NSCLC tumors were strongly associated with poor survival in patients with NSCLC (*P* = 0.0057) (Figure 7F). Taken together, our work demonstrates that SPON1^+^ TIMs promote collagen remodeling in the TME through an LRP8/TGF-β1 signaling axis (Figure 8), which results in prometastatic conditions for NSCLC progression.

## Discussion

NSCLC is among the most aggressive of all cancer types. The high mortality rates are related to patients presenting at advanced stages and the tumors typically developing resistance to conventional therapies (50). With the recent advances of ICIs, the 5-year overall survival for patients with NSCLC has improved from a previous ~5% rate to nearly 20% (51). In unselected patients with NSCLC, only about 20% of tumors respond to these immunotherapies; thus, it is crucial to develop new therapeutic options (52). To address this need, various combinatorial therapies are being tested with anti–PD-1 and –PD-L1 immunotherapies, such as VEGF inhibitors and CTLA4 blockade (53). The involvement of myeloid cells in NSCLC progression is of growing interest from both a biological and therapeutic perspective (54). Importantly, the major NSCLC subtypes (LUSC and LUAD) can become highly enriched with TIMs, which is associated with increased metastatic tumor biology and poor overall survival (25, 28).

Previous studies have found that genetic or pharmacologic inhibition of TIMs can decrease disease progression in several mouse models. One study evaluating breast cancer found that depleting tumor–derived CCL2 resulted in inhibition of metastases (55). Other groups have shown that use of *Ccr2*^–/–^ mice or CCR2 inhibitors in murine models also resulted in decreased disease progression in many cancer types (24, 56–59). In LUSC and LUAD models, blocking CCR2 to prevent IM recruitment resulted in reduced metastases (25, 60). While several murine models respond to pharmacological inhibition of inflammatory monocyte recruitment into the tumor, thus far, the same therapeutic effects have not been observed clinically. For example, a clinical trial with PF-04136309 (NCT02732938), a CCR2 inhibitor that targets TIMs, did not augment the efficacy of nab-paclitaxel plus gemcitabine in patients with metastatic pancreatic cancer (61). Another trial that tested Carlumab, an anti-CCL2 antibody, in combination with chemotherapy showed an overall survival rate of only 5%, despite observing decreases in free CCL2 (NCT01204996PF) (62). Despite a decrease in monocytes and M2-like TAMs, Axatilimab, which targets the CSF1R-CSF1 axis to block monocyte recruitment to the tumor, also showed no added response in combination with immunotherapy (NCT03238027) (62). One reason for the differences seen between responses in mouse models, as opposed to humans, may be due to ubiquitous targeting of multiple monocyte populations. The use of single-cell RNA-Seq highlights the heterogeneity of monocyte subsets within lung tumors in both humans and mice (63). Some monocyte populations, such as patrolling monocytes, which are recruited to the tumor through CX3CR1, have shown to promote antitumor immunity such as activating NK cells (59). Monocytes can produce molecules such as IL-12 and CXCL10 to reduce angiogenesis, trigger M1 macrophage and dendritic cell differentiation, recruit lymphocytes, and initiate tumoricidal functions through antibody-dependent cellular toxicity and TRAIL secretion (62, 64, 65). Furthermore, TIMs are a critical source of IFN-β, the production and signaling of which lead to T cell expansion (66). Since T cell expansion is a fundamental process for effective ICI activity, losing TIM-mediated T cell expansion may result in a lack of therapeutic effect in patients. Taken together, these divergent roles of monocytes as a whole, and TIMs in particular, create challenges in therapeutically targeting these myeloid populations. Furthermore, the pitfalls of inadequate specificity of monocyte targeting underscores the importance of studying the downstream effects of TIMs so that their negative effects on the TME can be blocked without tempering their potential contributions to antitumor immunity.

To identify insights into the downstream biologic effects of TIMs, we integrated genomics analyses from our NSCLC models and TCGA patient data. Using biological validation in in vitro and in vivo systems, we (a) determined specific molecules increased in TIMs and (b) identified a previously unappreciated mechanism by which TIMs exert their effects on tumor progression. We found that TIMs are significant producers of F-Spondin (SPON1), which has predominately been studied as a neuronal axon guidance molecule that is expressed in the developing nervous system (67–73). Interestingly, SPON1 has been shown to be upregulated in several cancers, including neuroblastoma and chondrosarcoma, and it has also been found to have a role in promoting neuroblastoma by leading high IL-6 expression through the MEKK/p38 MAPK/NF-κB–dependent pathway (74, 75). SPON1 has also been shown to play a role in cartilage metabolism in an osteoarthritis model, and SPON1-mediated cartilage degradation was found to be dependent on active TGF-β and PGE2 (76). This work also found that increased levels of tartrate-resistant acid phosphatase led to increased bone synthesis and turnover in *Spon1^–/–^* mice (77). SPON1 has also been found to increase osteosarcoma cell motility through an Fak/Src-dependent pathway (42). While these data support an emerging role of SPON1 in cancer progression, all studies thus far have focused on cancer-derived SPON1 and have not considered the role of SPON1 from the TME. To our knowledge, we are the first to reveal the role of TIMs as an important source of SPON1, which we demonstrate robustly promotes fibrillar collagen production via ApoER2-mediated (LRP8-mediated) TGF-β1 activation. Furthermore, either loss of *Spon1* in TIMs or genetic deletion of *Lrp8* expression on tumor cells was sufficient to significantly abrogate NSCLC metastases and collagen content within the TME. As supported by our TMA analyses, SPON1 TIM expression is coordinated with dual LRP8^+^ and pSMAD2^+^ cancer cell expression, which is also correlated with collagen deposition and poor prognosis.

CAFs are largely considered the major cellular producers of collagen in the TME (43, 78, 79). Collagens within the ECM have well-documented roles in promoting cancer progression — such as through promoting EMT, angiogenesis, and creating a protumoral immune TME — and recent studies demonstrate that type I collagen promotes tumor growth through mitochondrial biogenesis (80). TIM infiltration is associated with worse prognosis in several types of cancers (24, 56). In colorectal cancer (CRC), CAFs sorted from CCR2-deficient tumors showed aberrant collagen production such as reduced collagen I and XIV and increased collagen VI, identifying an interaction between TAMs/TIMs and CAFs (57). Work from Afik et al. also showed increases in type 1, 3, 6, and 14 collagen production by TIMs, and Afik et al. also observed *Spon1* as upregulated in TAMs (57), suggesting that monocyte-derived TAMs could remodel the ECM both intrinsically and through their regulation of CAFs. However, the mechanism by which collagen production is regulated by either TAMs or CAFs had remained to be elucidated. Importantly, our work uncovers an intercellular SPON1/LRP8/TGF-β axis that bridges the gap between SPON1^+^ TIMs and ECM remodeling, while also identifying tumor cells as a key producer of collagen.

Corroborating our findings in patients with NSCLC, another group recently found that an ECM-high set of LUSC tumors had a worse survival prognosis due to a profibrotic matrisome, which was also associated with increased invasiveness in LUSC (81). They also observed that high levels of fibrillar collagens was correlated with increased numbers of myofibroblasts in the tumors (81). Similar to our findings in *SPON1*^hi^ TCGA LUSC tumors, they also found that ECM-high tumors were highly enriched in EMT and TGF-β signaling signatures (81). CAFs have also been shown to produce several of the collagen genes we observed in the *SPON1*^hi^ LUSC tumors, such as *POSTN*, *COMP*, *GREM1*, and *THBS2* (48, 49, 82–84). However, there is emerging evidence showing support of cancer cell–derived collagen in the TME. For example, one group found that Hep3 cancer cells were able to produce type 3 collagen, and another group found matrix signatures highlighted in tumor cells through proteomic analyses of tumors (85, 86). The proteomic analysis also revealed upregulation of several types of collagens in both tumor cells and stromal cells (86). Building upon these previous findings, we identified a mechanistic link by which SPON1^+^ TIMs signal through LRP8^+^ cancer cells to activate TGF-β1, resulting in robust cancer cell production of fibrillar collagens. Interestingly, we also found that levels of LRP8 expression on CAFs were comparable with those of our cancer cell lines, and their ability to respond to SPON1 to produce collagens was also comparable. These intriguing findings suggest that cancer cells may model “CAF-mimicry,” such as when establishing and promoting a micrometastatic niche. Thus, while CAFs’ roles in collagen production are well established (87), this work reveals a previously unappreciated role of how SPON1^+^ TIMs can induce collagen deposition within the ECM via tumor cells.

This new SPON1/LRP8/TGF-β1 axis helps bridge the gap between the poor prognosis of TIM-high patients with collagen production. Moreover, as a receptor expressed on the cancer cells, LRP8 represents a therapeutic target for blocking TIM-mediated metastases without targeting the TIMs directly. Given the challenges thus far in developing effective myeloid targeting drugs in the clinic (88), which may be related to TIMs having both pro- and antitumoral functions, it’s possible that selective inhibition of key downstream pathways may prove a more effective therapeutic strategy.

## Methods

Supplemental Methods are available online with this article.

### Sex as a biological variable.

These studies included both male and female animals, although sex was largely not considered a biological variable, since lung cancer equally effects each sex.

### Cell lines and reagents.

LLC cells were obtained from ATCC, and parental KAL cells were provided by Yinling Hu (National Cancer Institute, Frederick, Maryland, USA). The LLC, parental KAL, and LN2E1 cell lines were cultured in DMEM (Thermo Fisher Scientific, 11995-065) supplemented with penicillin-streptomycin (Thermo Fisher Scientific, 15140-122) and 10% FBS (89). They were incubated in 0.25% Trypsin-EDTA (Thermo Fisher Scientific, 15050-065) for 5–10 minutes at 37°C for passaging. The LN4K1 (25) cell line was cultured in MEM (Thermo Fisher Scientific, 11095-080) supplemented with penicillin-streptomycin and 10% FBS. They were incubated in 0.25% Trypsin-EDTA for 10–15 minutes at 37°C for passaging. All cells were housed at 37°C in 5% CO_2_. For in vitro experiments, SB431542 (Selleckchem S1067) was used at 10 μM, and KRFK (MedChemExpress HY-P3970A) was used at 50 μM.

### Bioinformatics and statistics of RNA-Seq data.

Fastq files were inspected using FastQC. In particular, we looked for abnormal values of the sequence quality scores (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Then, we performed adapter trimming on all available fastq files using BBDuk (https://jgi.doe.gov/data-and-tools/software-tools/bbtools/bb-tools-user-guide/bbduk-guide/), based on the adapters.fa file provided by BBMap (V37.99). This step was followed by short read alignment to the murine genome (MM10-UCSC) using BBMap (https://jgi.doe.gov/data-and-tools/software-tools/bbtools/bb-tools-user-guide/bbmap-guide/), with Illumina R1 and R2 files jointly used for paired-end alignment and in multithread modality (number of threads = 4) through a UNC-Chapel Hill UNIX-based cluster. The generated output (bam files) was sorted using samtools; later, these raw data were quantified using featureCounts of Subread (90, 91); for these computational steps, see also the family soft file available in Gene Expression Omnibus (GEO), accession no. GSE260524.

We modeled the gene expression and performed the statistical tests of intergroup differences using DESeq2. To leverage the multiple options offered by DESeq2 for distinct tasks (92), we tested the gene expression differences by running the DESeq function for each intergroup comparison. Fold changes (FCs) were calculated using normal-based shrunk values (normalized counts). This choice was suggested by our intention to position our statistical analysis close to the original framework proposed by Love et al. (92) and to produce results generally more conservative both with regards to untransformed data and to other shrinkage methods suggested by the DESeq2 authors at the time when we performed our research. 

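The thresholds decided how many genes were taken as DEGs. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, without a threshold on the fold change, 9025 genes changed in primary tumors, 4969 in lymph node metastases and 3389 in LN4K1 lung metastases. Adding an absolute log2 fold change above 1 left 5146, 3220 and 2106. Each TIM group was also compared with the BM IMs of the other strain, a setting chosen after the data were seen. Requiring the same direction and both thresholds against BM IMs of both strains in all 3 tumor tissues left 175 genes with edgeR, all among the 219 that passed against the same strain alone, 87 higher and 88 lower in TIMs. DESeq2's shrunken fold changes gave 692 genes on this requirement, 399 higher and 293 lower.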

In each comparison, we selected genes with an adjusted *P* < 0.0001 and |log_2_FC| > 1 after the aforementioned shrinkage versus 2 baselines. Then, we took the intersection among these sets of genes. 

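The intersection held the genes that were DEGs in primary tumors, lymph node metastases and LN4K1 lung metastases with the same sign. Outside it, 1660 DEGs of primary tumors, 539 of lymph node metastases and 186 of LN4K1 lung metastases were not shared by all 3, which does not show that those genes differ between the tissues. Ranked by the smallest of their 3 absolute fitted fold changes, the genes rising most in the intersection were Htr7, Irg1, Tgm2, Sdc4 and Cxcl11. The place of Htr7 is uncertain, since its libraries of DBA2 BM IMs held 0 to 2 counts and its fitted value there depends on the prior count. Tgm2, on chromosome 2 of GRCm38 from 158116402 to 158146436, rose from 3.1 CPM in FVB BM IMs to 1576 CPM in primary tumor TIMs and 1108 CPM in lymph node TIMs, and from 0.8 CPM in DBA2 BM IMs to 299 CPM in LN4K1 lung TIMs. Its log2 fold changes were 8.95 (standard error 0.36), 8.47 (standard error 0.33) and 8.43 (standard error 0.68), with adjusted p values of 1.59e-07, 2.62e-07 and 2.46e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Exons of Tgm2 overlap those of Gm20412 and Rprd1b on the opposite strand. Irg1 rose by 9.66, 9.69 and 8.91, and Sdc4, on chromosome 2 from 164424247 to 164443887, by 8.15, 8.03 and 9.00 on the log2 scale. Htr7, on chromosome 19 from 35958734 to 36057507, rose by 10.20 and 10.35 in the LN2E1 tissues, and was at least 200.1-fold higher in LN4K1 lung TIMs than in DBA2 BM IMs, whose libraries all lay at or under 3 counts. Cxcl11, which the annotation lists as a polymorphic pseudogene on chromosome 5 from 92359544 to 92365485, with exons that overlap the pseudogene Gm2673 on the opposite strand, rose by 9.43, 9.41 and 7.80. In the 8 fits of each comparison that left out a library, Htr7 was a DEG in 8, 8 and 6, Irg1 in 8, 8 and 3, Tgm2 in 8, 8 and 2, Sdc4 in 7, 3 and 8, and Cxcl11 in 7, 7 and 8.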

Finally, to maximize the output clarity for data visualization, we regularized log–transformed (r-log–transformed) the expression values with the option “blind=FALSE” within the DESeq2 function r-log, following the authors’ guidelines.

The selected genes were alphabetically sorted, and their r-log–transformed gene expression values were visualized by heatmaps after being clustered. For this task, we used Cluster 3.0, limiting our processing to median-centering, without any further transformation or adjustment. For the clustering, we selected the hierarchical clustering option of average linkage based on the correlation similarity metric for genes (= matrix rows) only. Finally, these results were visualized using TreeView after setting the contrast value to 2.0 (93–95). 

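The change from BM IMs to TIMs was compared between the models by the interaction term of an edgeR fit over FVB BM IMs, LN2E1 primary tumor TIMs, DBA2 BM IMs and LN4K1 lung TIMs. Strain, cell line, route of injection and tissue differed together, so that this term does not separate them. Of 15182 genes tested, 4022 had a different change at an adjusted p under 0.05, 2008 with a higher and 2014 with a lower log2 fold change in LN2E1 primary tumors than in LN4K1 lung metastases. The alternative that moved this number most was leaving out FVB BM IM replicate 2, with 2734 genes. For 1444 of the 4022 genes (35.9%), the difference between the BM IMs of the strains was larger than that between the TIMs. Among Il1b, Spon1, Cfb, Socs3, Icam1, Sdcbp, Gadd45b, Klf7, Csrnp1 and Ifitm2, the change differed for 3. Spon1 had an interaction of 5.91 on the log2 scale (standard error 0.78, adjusted p = 0.000219 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Cfb of 2.55 (standard error 0.33, adjusted p = 0.00018) and Csrnp1 of 2.28 (standard error 0.29, adjusted p = 0.000143), and each passed in all 16 fits that left out 1 library. For Spon1, DBA2 BM IMs lay 7.32 above FVB BM IMs on the log2 scale and LN4K1 lung TIMs 1.40 above primary tumor TIMs. The genes with the largest interactions among those with a mean above 3 on the log2 CPM scale were Nos2 (9.94, standard error 2.95), Il1rl1 (9.59, standard error 1.41) and Cd72 (7.53, standard error 1.24) with a larger rise in LN2E1 primary tumors, and Prg2 (-8.31, standard error 1.96), Prg3 (-6.68, standard error 2.21) and Camp (-5.80, standard error 1.51) in the other direction. Their adjusted p values from edgeR's test were 0.0249, 0.000439, 0.000898, 0.00655, 0.0357 and 0.0112. Prg3 passed in only 4 of the 16 fits that left out 1 library, and Nos2 in 14. Nos2 had 0 counts in every FVB BM IM library and Prg3 at most 3 counts in primary tumor TIMs, so that the size of their interaction depends on the prior count, and exons of Cd72 overlap those of Tesk1 on the opposite strand.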

Notably, the results shown in Figure 1B are based on 2 strains of mice (FVB and DBA2) from The Jackson Laboratory, so results could also be assessed for not being single-strain dependent. In the left panel of Figure 1B, we included genes that were differentially expressed both in the primary tumor and in the lymph nodes. These steps aimed at coupling the error mitigation provided by technical replicates (5 for each experimental condition and 3 for each baseline) (96) with the identification of consistent variations versus the baseline across tumor tissues (primary tumor and lymph node metastases for FVB mice and lung metastases for DBA2 mice).

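In the LN2E1 model, 671 genes were DEGs in both primary tumors and lymph node metastases, all with the same direction in both, 473 higher and 198 lower in TIMs. All 671 were also tested in LN4K1 lung metastases, where 658 had the same sign. Both LN2E1 comparisons used the same 3 FVB BM IM libraries, which by itself makes their fold changes alike. Across 13170 genes, which are not independent replicates, the fold changes of primary tumors and lymph node metastases had a correlation of 0.882, with the same sign for 85.9% of genes. In 20 simulated data sets in which no gene changed, the shared BM IM libraries alone gave a median correlation of 0.657 (from 0.619 to 0.684), the same sign for 71.7% of genes and 0 genes called in both, while separate BM IM libraries gave a correlation of 0.0119 and the same sign for 50.1%. Comparisons that shared no library with each other correlated at 0.731 for primary tumors and LN4K1 lung metastases and at 0.663 for lymph node metastases and LN4K1 lung metastases, with the same sign for 65.0% and 67.0% of genes. TIMs of lymph node metastases and of primary tumors were also compared directly. Of 13488 genes, 4 were DEGs, all lower in lymph node metastases, with 3479 genes at an unadjusted p under 0.05. The number rose most with DESeq2, to 483 genes with unshrunken fold changes but no fit without 1 library had more than 2 DEGs, and the fit without lymph node TIM replicate 3 had none, with 3969 genes at an unadjusted p under 0.05. Tnc, Mmp3 and Mmp10 had 0 to 4 counts in the lymph node TIM libraries, so that the size of their fold changes depends on the prior count. Tnc had 28.4 ± 6.95 CPM (SD, n = 5) in primary tumor TIMs and 0.0154 CPM in lymph node TIMs, a log2 fold change of -10.76 (standard error 0.56, adjusted p = 8.17e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was a DEG in 9 of 10 fits without 1 library. Mmp3 had 46.9 ± 30.7 CPM in primary tumor TIMs and a log2 fold change of -11.49 (standard error 0.82, adjusted p = 8.23e-05 from the same test), which passed in 1 of 10 such fits, and Mmp10 had 24.0 ± 10.2 CPM and a log2 fold change of -10.75 (standard error 0.72, adjusted p = 5.63e-05), which passed in 2 of 10. Igsf10, named here after its values were seen, was at least 325-fold lower in lymph node TIMs, where its libraries held 0 to 2 counts, than in primary tumor TIMs at 11.0 ± 5.50 CPM, with an adjusted p of 9.42e-05 from edgeR's test that passed in none of 10 such fits. A list of fibroblast genes summed to 973 CPM in primary tumor TIMs and 62.5 CPM in lymph node TIMs. Lung epithelial genes summed to 433 CPM and 2.58 CPM. RNA of such cells in the primary tumor samples was not tested as the source of these 4 genes, so that their fall cannot be credited to TIMs.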

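The spread between libraries of a group was larger than counting error alone would give. Per degree of freedom, the chi-square between pairs of libraries of a group lay between 101 and 333 in FVB BM IMs (3 pairs), between 93.3 and 117 in DBA2 BM IMs (3 pairs), between 60.0 and 177 in primary tumor TIMs (10 pairs), between 156 and 515 in lymph node TIMs (10 pairs) and between 45.5 and 860 in LN4K1 lung TIMs (10 pairs), where libraries that differ by counting error alone would give a value near 1. The lowest and the highest correlation of log2 CPM between a pair, across genes, were 0.951 and 0.965, 0.951 and 0.955, 0.937 and 0.974, 0.819 and 0.907, and 0.881 and 0.963 in these groups. Repeated sequencing of 1 library would not give this spread, and the libraries were therefore treated as separate samples. The spread does not exclude separate preparations of the same cells, and the paper calls the libraries technical replicates. The standard errors and p values given for these groups rest on that choice, and where libraries of a group came from the same mice, they describe the spread between preparations and not between mice.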

### TCGA bioinformatic analyses.

mRNA gene expression of TCGA-LUSC was downloaded from gdac firehose (https://gdac.broadinstitute.org/). Patients were divided into 2 groups by *SPON1* gene expression. We used DESeq2 to identify DEGs between *SPON1*^hi^ (> median expression) and *SPON1*^lo^ (≤ median expression) groups (92).

Gene set analysis was done using 2 methods. We first calculated the significance of occurence in overlaps between DEGs and selected gene sets (msigDB: Hallmark, C5 and C2) using fisher exact test. The DEGs threshold used was adjusted *P* < 0.001, log_2_FC > 1.5 and baseMean > 10.

We also used the GSEA method to calculate enrichment scores (97). We ranked all genes by –log_10_ *P* value × log_2_FC and calculated their enrichment scores. SPON1 survival analysis was conducted using the Oncolnc TCGA data portal using the search term “SPON1” in the “LUSC” data set, with the lower and upper percentiles both being set to 50% (98). The Kaplan-Meier survival curve was generated using Graphpad Prism.

### Single cell GEO 10X analysis.

Single cell 10X data was downloaded from GEO data sets suggested as source material; 2 mouse liver cancer samples enriched for fibroblasts from GSE160541 (“Tumor-suppressive and tumor-promoting roles of CAF-released mediators in desmoplastic liver metastasis”; GSM4874984 and GSM4874983). The samples were analyzed using the R v4.4.1 package Seurat, v4.2.0 (99). Samples were individually filtered to drop genes found in < 3 cells and then to drop cells based on per-sample, manually curated thresholds for genes/cell detected and the percentage of mitochondrial genes. Using Seurat’s defaults, filtered results for each sample were log normalized and scaled. Then, principal component analysis (PCA) was performed on the most variable 2,000 genes to reduce the number of dimensions, and the PCA-reduced cells were clustered. Uniform Manifold Approximation and Projection (UMAP) (100) was applied to the clustered results for cluster visualization as a 2D image. The R Bioconductor package SingleR (101) was used to assign a major cell type to each cell using the ImmGen reference (102) accessed via the R Biconductor celldex package. Cluster and cell type–specific gene expression was explored for Spon1 and Lrp8.

Twenty-six human single cell 10X data sets from GSE127465 (36) were downloaded from GEO (103). The samples were analyzed using Seurat v4.4.1 (99) under R v4.2 (104). Samples were merged (not integrated), and cells with less than 3 features, a total expression < 300 counts, or a mitochondrial expression percentage > 20% were dropped. Features present in fewer than 3 cells were also dropped. Using Seurat’s defaults, filtered results were log normalized and scaled. PCA was performed on the most variable 2,000 genes to reduce the number of dimensions, and the PCA-reduced cells were clustered. UMAP (105) was applied to the clustered results for cluster visualization as a 2D image. The R Bioconductor package SingleR v2.2.0 (101) was used to assign a minor cell type to each cell using the ZilionisLungData data set from the R package scRNAseq v2.14.0 (106). For comparison, the original cell type assignment from GSE127465 (36) was downloaded. Spon1 expression was explored and aggregated normalized expression was reported.

### Spheroid assays and quantification.

Cells were embedded in Matrigel Matrix (Corning, Phenol Red Free, 356237) by resuspending 5 × 10^3^ cells in a 50 μL volume. Either complete media or complete media with 5 μg/mL recombinant mouse SPON1 (R&D Systems, 7950-SP-050) was added after the matrix cell suspension solidified by placing at 37°C for 15–30 minutes. For coculture experiments using IMs after monocyte isolation, 1 × 10^5^ cells were added to each spheroid mound with complete media. Freshly isolated IMs were added sequentially for 3 days. Cells were imaged between days 3 and 5, and samples were collected in RNA lysis buffer and analyzed by quantitative PCR (qPCR). Spheroid experiments were repeated 3 times, with biological replicates ranging from 50 to 200 spheroids.

### qPCR.

For mRNA quantification, total RNA was extracted from cells using the Quick RNA MicroPrep Zymo Research Kit (Genesee Scientific). cDNA was synthesized using standardized RNA using an iScript cDNA synthesis Kit (Bio-Rad) as per the manufacturer’s instructions. Specific primers for genes are listed in Supplemental Table 5. PCR was done with reverse-transcribed RNA, 1 μL each of 20 μM forward and reverse primers, and 2 × PowerUp SYBR Green Master Mix in a total volume of 25 μL. Each cycle consisted of 15 seconds of denaturation at 95°C and 1 minute of annealing and extension at 60°C (40 cycles). Reactions were run in triplicate or quadruplicate.

### CRISPRMax transfection.

Opti-MEM, Cas9 2NLS Nuclease, guide RNAs (Synthego) to LRP8, and Lipofectamine CRISPRMAX Cas9 Plus Transfection Reagent were added to a diluted CRISPRMAX reagent and incubated for 5 minutes to form complexes. gRNA sequences are listed in Supplemental Table 6. The CRISPRMax transfection was then added to either LN2E1 or LLC cells for 2–3 days at 37°C in 5% CO_2_. KO was confirmed by qPCR and Western blot.

### Animals, in vivo models, and tissue processing.

Adult FVBn or C57BL/6 mice were purchased from The Jackson Laboratory. Spon1^–/–^ mice were provided by Steven Abramson (NYU Langone Health). Male and female animals were between 8 and 15 weeks at the time of injection. For all animal experiments, cells were trypsinized, washed, and resuspended in HBSS (Thermo Fisher Scientific) prior to injection. Orthotopic injections were performed by an intrapulmonary technique after anesthesia with ketamine (80 mg/kg) + xylazine (8 mg/kg) + acepromazine (1 mg/kg) and placed in the right lateral recumbency. Following fur removal and sterile skin preparation, an incision parallel to the rib cage between ribs 10 and 11 was made to visualize the lung through the intact thoracic pleura. A 1 mL tuberculin syringe with a 30 gauge needle was used to inject the cell suspension directly into the lung parenchyma at the left lateral dorsal axillary line. After injection, the skin incision was closed using surgery clips, and the mice were turned on the left lateral recumbency and observed until fully recovered. Luciferase-labeled tumor progression was monitored using an IVIS Lumina optical imaging system and Nano-Glo Luciferase Assay substrate (Promega), as per the manufacturer’s instructions. For the adoptive transfer, IMs were isolated from BM of C57BL/6 mice from The Jackson Laboratory or Spon1^–/–^ mice, and cells were infused (1 × 10^5^ cells in 100 μL HBSS) on days 6, 8, 11 and 12, in their respective groups. On day 13, mice were sacrificed. In all experiments, 3–10 mice per group were used. For the T cell–depletion study, isotype (BioXCell, BE0086) and anti-CD8 (BioXCell, BE0061) were used at 400 μg/mouse twice per week. Once mice in any group became moribund, they were all sacrificed and necropsied, and tumors were harvested. Tumor weights and number, and the location of lymphatic and distant metastases, were recorded. Tissues used for IHC analysis were fixed in 10% neutral buffered formalin and embedded in paraffin.

### Monocyte isolation.

For monocyte isolation experiments, blood, BM, and tumors were collected for either monocyte isolation through magnetic separation (Stemcell Technology, 19861) and/or FACS. Lung tissues were washed and mechanically minced using a sterile scalpel in low-glucose DMEM and digestion media (1 mL collagenase at 2 mg/mL, and 15 μL DNase at 1 mg/mL). Tissue was digested into a single cell suspension by light shaking in digestion media for 30 minutes at 37°C and was then filtered through a 40 μM cell strainer, pelleted, treated with ACK lysis buffer at room temperature for 2 minutes, and then pelleted again. Cells were resuspend in FACS buffer (0.5% BSA and 2 mM EDTA in PBS) at a concentration of 1 × 10^6^ cells/100 μL. Samples were incubated with the following antibodies: CD45 (APC-conjugated, 103112, BioLegend), CD11b (PE/Cy5 conjugated, 101210, BioLegend), Ly6C (PE/Cy7-conjugated, 128018, BioLegend), Ly6G (PE-conjugated, 127608, BioLegend), Siglec-F (BV421-conjugated, 562681, BD Bioscience), F4/80 (FITC-conjugated, 123108, BioLegend), and LIVE/DEAD Fixable Violet Dead Cell Stain (L34963, Thermo Fisher Scientific). Approximately 0.2 μg of antibody was used for every 1 × 10^6^ cells. Cells were incubated with antibody for 40 minutes on ice, in the dark. Cells were then washed 2 times with PBS and taken for FACS on a FACSAriaII. The collected data were analyzed using FCSExpress. When performing FACS on lung tissues, Siglec-F^+^ cells were included with dead cells to remove alveolar macrophages and/or eosinophils. IMs were identified as CD45^+^CD11b^+^Ly6C^hi^Ly6G^–^ cells (Supplemental Figure 9). 

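RNA for the surface proteins used in the sort was measured in the sorted IMs that were sequenced. Ptprc, which encodes CD45, had 638.9 ± 21.4 CPM (SD, n = 3) in FVB BM IMs, 717 ± 40.7 CPM (n = 3) in DBA2 BM IMs, 1923 ± 117 CPM (n = 5) in primary tumor TIMs, 2348 ± 435 CPM (n = 5) in lymph node TIMs and 1501 ± 240 CPM (n = 5) in LN4K1 lung TIMs. Its log2 fold changes of TIMs over BM IMs of the same strain were 1.57, 1.89 and 1.01, with adjusted p values of 6.51e-07, 1.68e-05 and 0.00146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Itgam, which encodes CD11b, changed by 1.97, 1.67 and 0.53 on the log2 scale, with adjusted p values of 4.69e-05, 0.000527 and 0.271 from edgeR's test. Exons of Itgam overlap those of Gm49368 on the same strand. The paralogs Ly6c1 and Ly6c2 encode Ly6C, and reads from one could have been counted on the other. Ly6c2 had 3037 ± 581 CPM (n = 3) in FVB BM IMs and 1246 ± 111 CPM (n = 5) in primary tumor TIMs, and its log2 fold changes were -1.30, -1.17 and -0.88 in primary tumors, lymph node metastases and LN4K1 lung metastases, with adjusted p values of 1.68e-05, 0.00116 and 0.000903 from edgeR's test. The log2 fold changes of Ly6c1 were -0.97, -1.09 and -0.86. Of the 4 genes, 3 were DEGs in primary tumors (Ptprc, Itgam and Ly6c2), 1 in lymph node metastases (Ptprc) and 0 in LN4K1 lung metastases, where 3 had an unadjusted p under 0.05, and the numbers were the same when adjusted over the list alone. Itgam was a DEG in 1 of the 8 fits that each left out a library, Ly6c2 in 7 of 8, and Ptprc in 8 of 8 in primary tumors and 3 of 8 in lymph node metastases. The gene for Ly6G was not analysed here.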

Alveolar macrophages were isolated from healthy lungs of C57BL/6 mice using the same isolation procedure above and the following FACS antibodies: CD45 (BV605-conjugated, 567459, BD Bioscience), CD11b (PE/Cy5 conjugated, 101210, BioLegend), Siglec-F (BB515-conjugated, 564514, BioLegend), and LIVE/DEAD Fixable Near-IR Dead Cell Stain (L34975, Thermo Fisher Scientific). Alveolar Macs were identified as CD45^+^CD11b^–^Siglec-F^+^.

### Picrosirius red staining and analysis.

Picrosirius red staining was performed on formalin fixed, paraffin embedded tumor sections using a commercially available Picrosirius Red Stain Kit (Polysciences, 24901-500). Slides were deparaffinized and hydrated to deionized water before being placed in phosphomolybdic acid for 2 minutes. Slides were then thoroughly rinsed in water before being placed in the Picrosirius red F3BA stain for 60 minutes. They were then placed straight into 0.1N Hydrochloric Acid for 2 minutes and washed in 70% ethanol for 45 seconds before they were dehydrated, cleared in xylene, and then mounted using organic mounting media (Permount).

Stained slides were imaged using a Leica DMi8 inverted microscope for bright-field microscopy. Image processing was done using a TWOMBLI (44) macro to quantify extracellular positive staining in the FIJI software.

### CAFs from mouse lungs.

For lung CAF isolation, lung tumors from LSL-KRAS^G12D/+^ p53^fl/fl^ Lkb1^fl/fl^ mutant mice were minced and subjected to a 90-minute incubation at 37°C in CAF dissociation buffer composed of 2 mg/mL of collagenase type I (Worthington), 1 mg/mL of DNase (Worthington), and 2.5 units/mL of neural protease (Worthington). Subsequently, the digested tissues were transformed into a single-cell suspension by passing through a 100 μM cell strainer. The upper layer of hydrolyzed fat was discarded. Endothelial cells and hematopoietic cells were removed using CD31 or CD45 magnetic beads as previously described (107). The resultant fraction was then centrifuged at 400*g* for 5 minutes, washed 2× with HBSS, and incubated on plastic dishes for 30 minutes. Following this incubation period, nonadherent cells were thoroughly washed away, and the adhesive cells were cultured in high-glucose DMEM supplemented with 20% FBS and 10 ng/mL basic FGF. Non-CAF cells were eliminated from the culture to generate a pure CAF population. Upon attaining homogeneous CAF cultures, cells were detached from the plate using Accutase and serially passaged no more than 10 times.

### Statistics.

Between 3 and 10 mice were assigned per treatment group; this sample size gave approximately 80% power to detect a 50% reduction in tumor weight with a 95% CI. Results for each group were compared using 2-tailed Student’s *t* test (for comparisons of 2 groups) and 1-way ANOVA (for multiple-group comparisons). The multiple-hypothesis testing correction of these statistical results was made using the FDR. A *P* value less than 0.05 was deemed statistically significant. All statistical tests for in vitro and in vivo experiments were performed using GraphPad Prism 7 (GraphPad Software).

### Study approval.

These animals were cared for according to guidelines set forth by the American Association for Accreditation of Laboratory Animal Care and the Public Health Service policy on Human Care and Use of Laboratory Animals. All mouse studies were approved and supervised by the University of North Carolina Institutional Animal Care and Use Committee.

### Data availability.

Bulk RNA-Seq data have been deposited and are accessible in the NCBI GEO database at accession no. GSE260524. Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

Conceptualization was contributed by NS and CVP; methodology was contributed by NS, LE, KMW, ATW, AP, MPZ, ACC, GY, ALA, and AD; investigation was contributed by DJK, NS, KMW, LE, SS, YST, AP, SRJ, ALA, ACD, and CVP; formal data analysis and visualization was contributed by NS, KMW, LE, SS, YST, AP, SRJ, and CVP; funding acquisition was contributed by CVP and NS; resources were contributed by CVP; writing of the original draft was contributed by NS and CVP; review and editing were contributed by all authors.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental tables 1-6

Supporting data values

## Figures and Tables

**Figure 1:**
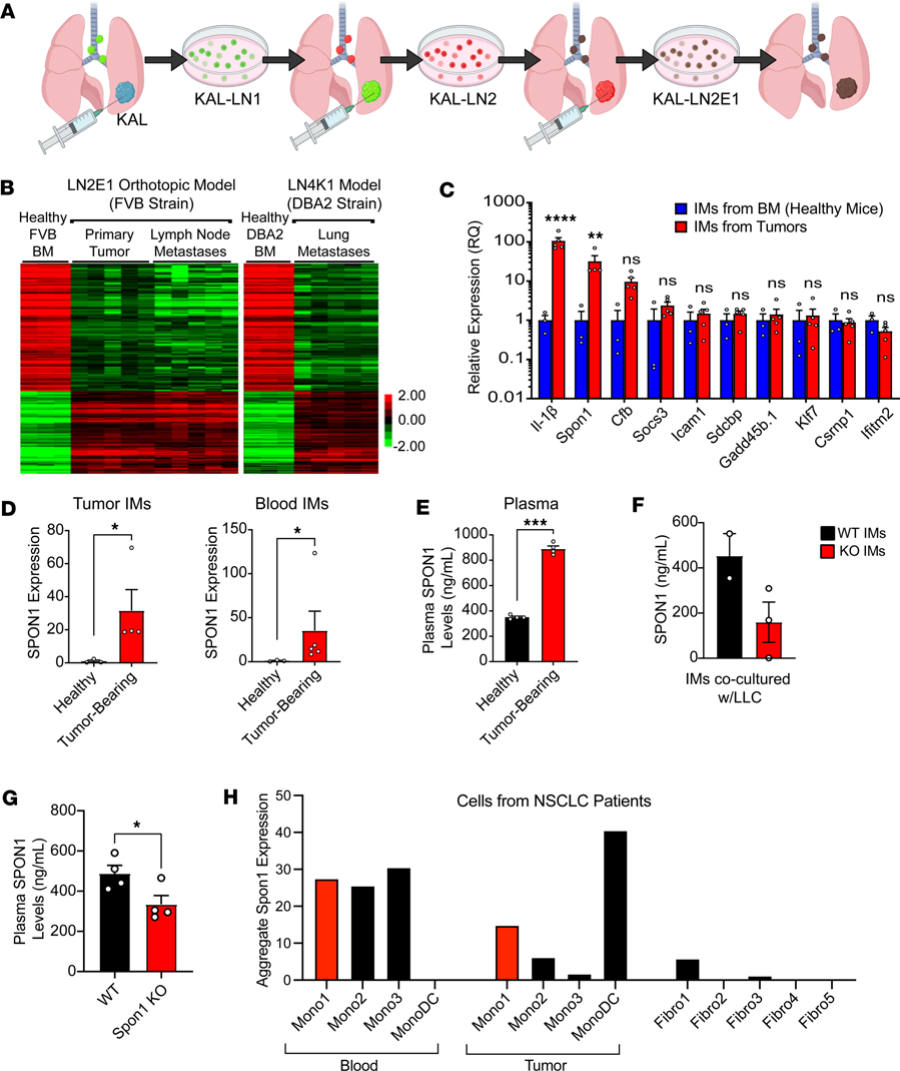
Identifying Spon1 as an important mediator of LUSC disease progression. (**A**) Model showing the development of the KAL-LN2E1 metastatic LUSC cell line by in vivo passaging. (**B**) RNA-Seq data of genes that are differentially expressed in TIMs from both the LN2E1 and LN4K1 tumor models (across the 3 experimental conditions) when compared with their respective host strain BM-derived IMs (used as baselines). (**C**) Relative expression of top 10 genes with highest hazard ratios found to be overexpressed in TIMs by qPCR. (**D**) *Spon1* expression in healthy versus tumor-bearing IMs from tumors and blood. (**E**) Plasma SPON1 concentrations (ng/mL) in healthy versus tumor bearing mice. (**F**) measure of SPON1 released from WT versus *Spon1^–/–^* IMs. (**G**) SPON1 levels as seen in plasma taken from WT versus *Spon1^–/–^* mice with orthotopic LLC tumors at day 19. (**H**) Total *SPON1* expression for each cell type from human NSCLC single cell samples. ****P < 0.001, ***P < 0.001, **P < 0.01, *P < 0.05. Data are shown as the mean ± SEM incorporating biological and technical replicate samples. Two-tailed Student’s *t* test for 2-group comparisons.

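Of the 219 genes that were DEGs in all 3 comparisons by edgeR, 100 were lower in TIMs than in BM IMs, and 12 of these 100 were on a list of cell cycle genes written beforehand. The genes falling most, ranked by the smallest of their 3 absolute fold changes, were Clspn, Spc24, Ccnb2, Stmn1 and Cdca3. Stmn1, on chromosome 4 of GRCm38 from 134468320 to 134473843, went from 203 CPM in FVB BM IMs to 6.5 CPM in primary tumor TIMs and 2.3 CPM in lymph node TIMs, and from 171 CPM in DBA2 BM IMs to 4.4 CPM in LN4K1 lung TIMs. Its log2 fold changes were -4.97 (standard error 0.38), -6.43 (standard error 0.29) and -5.34 (standard error 0.25), with adjusted p values of 6.35e-06, 4.34e-07 and 1.19e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was a DEG in every fit that left out 1 library. The microRNA gene Gm23634 overlaps its exons on the same strand. The log2 fold changes in primary tumors, lymph node metastases and LN4K1 lung metastases were -5.74, -7.64 and -6.80 for Clspn, -5.45, -6.68 and -5.53 for Spc24, -5.38, -6.07 and -5.02 for Ccnb2, and -4.95, -6.21 and -5.22 for Cdca3. In the 8 fits of each comparison that left out a library, Clspn was a DEG in 8, 2 and 5, Spc24 in 8, 2 and 4, Ccnb2 in 1, 2 and 8, and Cdca3 in 5, 1 and 1. Of the 25 genes on the cell cycle list, all tested, 23 were lower DEGs in primary tumors, 15 in lymph node metastases and 21 in LN4K1 lung metastases, and adjusted over the list alone 23, 20 and 24. Their median log2 fold changes were -4.01, -5.89 and -5.02, and the sum of their expression went from 4485 CPM in FVB BM IMs to 374 CPM in primary tumor TIMs and 251 CPM in lymph node TIMs, and from 4462 CPM in DBA2 BM IMs to 267 CPM in LN4K1 lung TIMs.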

**Figure 2:**
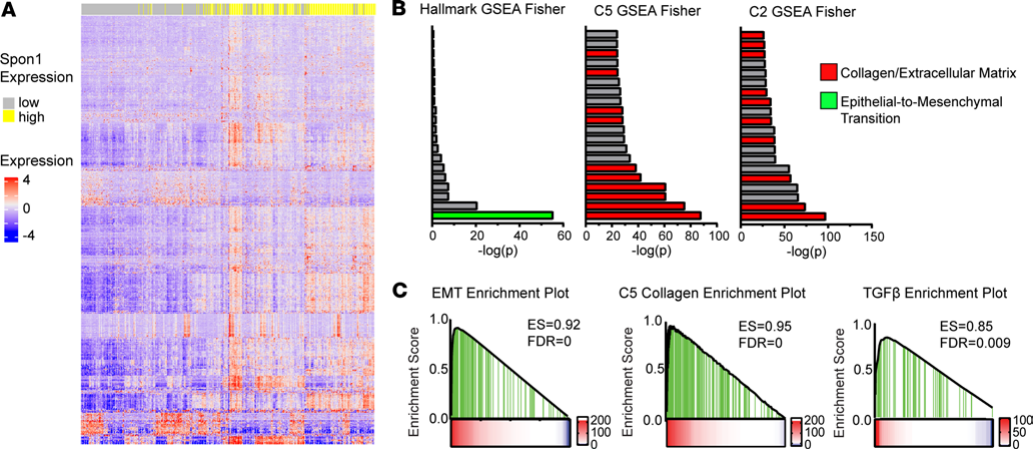
*SPON1*^hi^ patients show enrichment of EMT and collagen remodeling gene sets. (**A**) Differentially expressed genes between *SPON1*^hi^ and *SPON1*^lo^ patients. GSEA following Fisher’s Exact Test. (**B**) Top 20 most highly significant gene sets enriched in the Hallmark, C5, and C2 data sets. (**C**) Specific enrichment plots for EMT (Hallmark), Collagen (C5), and TGF-β (Hallmark) pathways.

**Figure 3:**
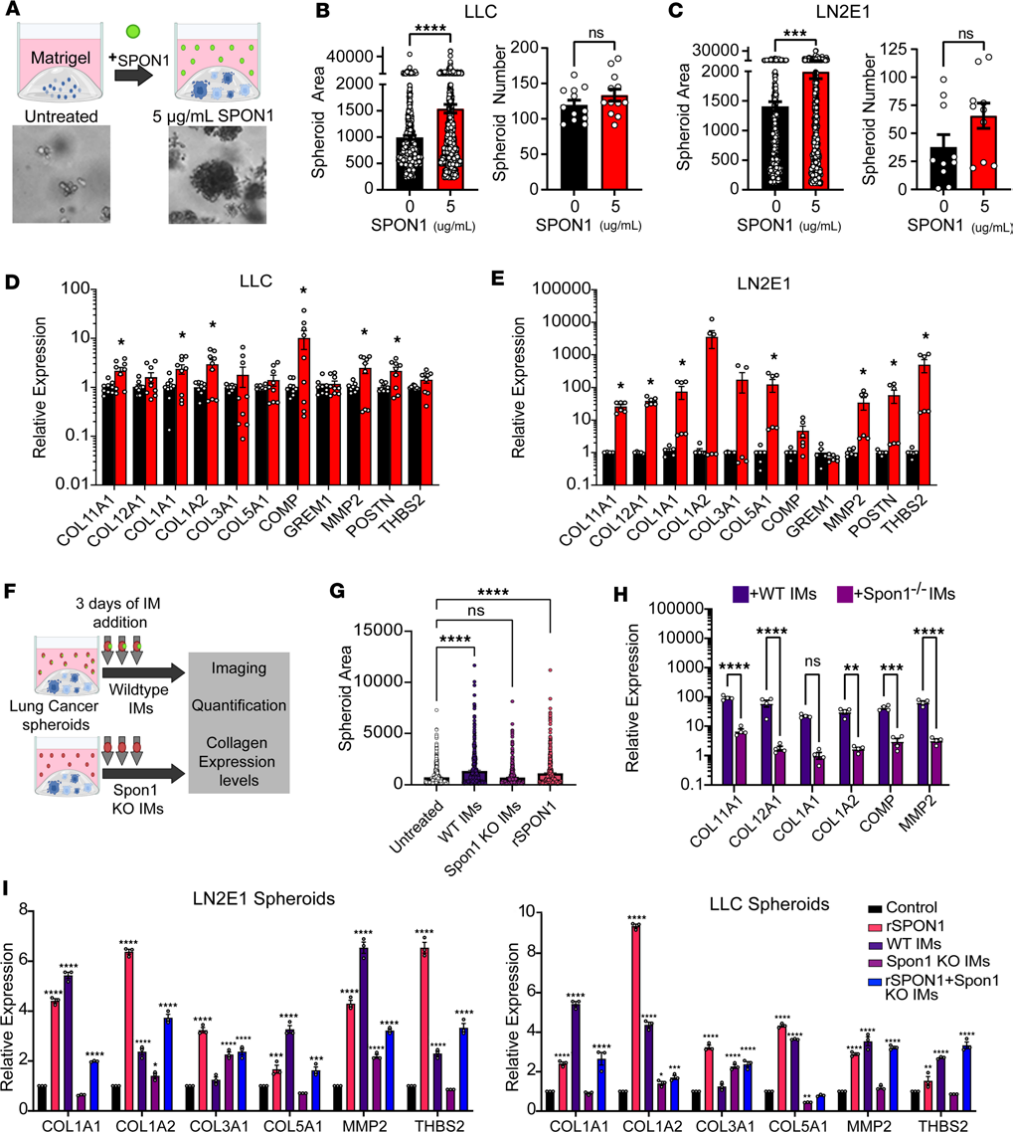
Spon1 increases fibrillar collagen and collagen remodeling gene expression in cancer cells. (**A**) Schematic and representative LN2E1 spheroid formation assay in Matrigel with recombinant SPON1 treatment. (**B** and **C**) Spheroid area and numbers for LLC and spheroid area and numbers for LN2E1 with and without recombinant murine SPON1 treatment (5 μg/mL). (**D** and **E**) Collagen gene expression with SPON1 treatment in LLC spheroids and in LN2E1 spheroids. (**F**) Schematic of WT or *Spon1^–/–^* IM coculture with LN2E1 or LLC spheroids. (**G**) Spheroid area and collagen gene expression with WT or *Spon1^–/–^* IM coculture with LN2E1 spheroids. (**H**) Collagen gene expression with WT or *Spon1^–/–^* IM coculture with LLC spheroids. (**I**) Collagen gene expression of LN2E1 and LLC spheroids with recombinant SPON1, WT IMs, *Spon1^–/–^* IMs, or recombinant SPON1 plus *Spon1^–/–^* IMs. ****P < 0.001, ***P < 0.001, **P < 0.01, *P < 0.05. Data are shown as the mean ± SEM incorporating biological and technical replicate samples. Two-tailed Student’s *t* test for 2-group comparisons; 1-way ANOVA test for multiple comparisons.

**Figure 4:**
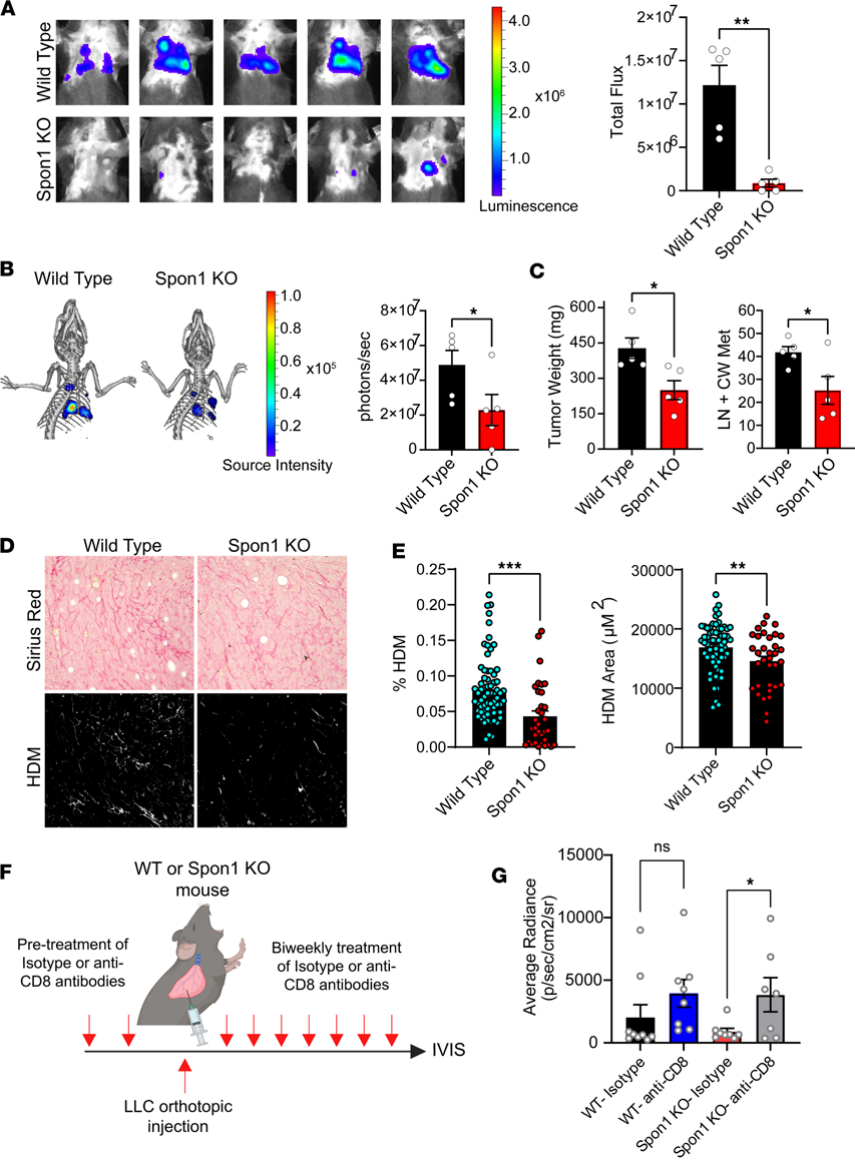
Reduced tumor formation and collagen production in the absence of Spon1. (**A**) IVIS imaging at 15 days from injection of LLC tumors into either WT or *Spon1^–/–^* mice. (**B**) Three-dimensional optical plus CT imaging at day 15 of LLC tumors in WT and *Spon1^–/–^* mice with higher resolution quantification. (**C**) Weight and counts of tumor burden from LLC tumors in WT and *Spon1^–/–^* mice. (**D**) Picrosirius red staining of FFPE tumors from WT and *Spon1^–/–^* mice. (**E**) Quantification of collagen read outs for high-density matrix (HDM). (**F**) Schematic of CD8 depletion experiment. (**G**) IVIS results at day 13 of LLC tumors in WT or *Spon1^–/–^* mice with Isotype or anti-CD8 antibody treatment. ***P < 0.001, **P < 0.01, *P < 0.05. Data are shown as the mean ± SEM incorporating biological and technical replicate samples. Two-tailed Student’s *t* test for 2-group comparisons. Total original magnification, ×20.

**Figure 5:**
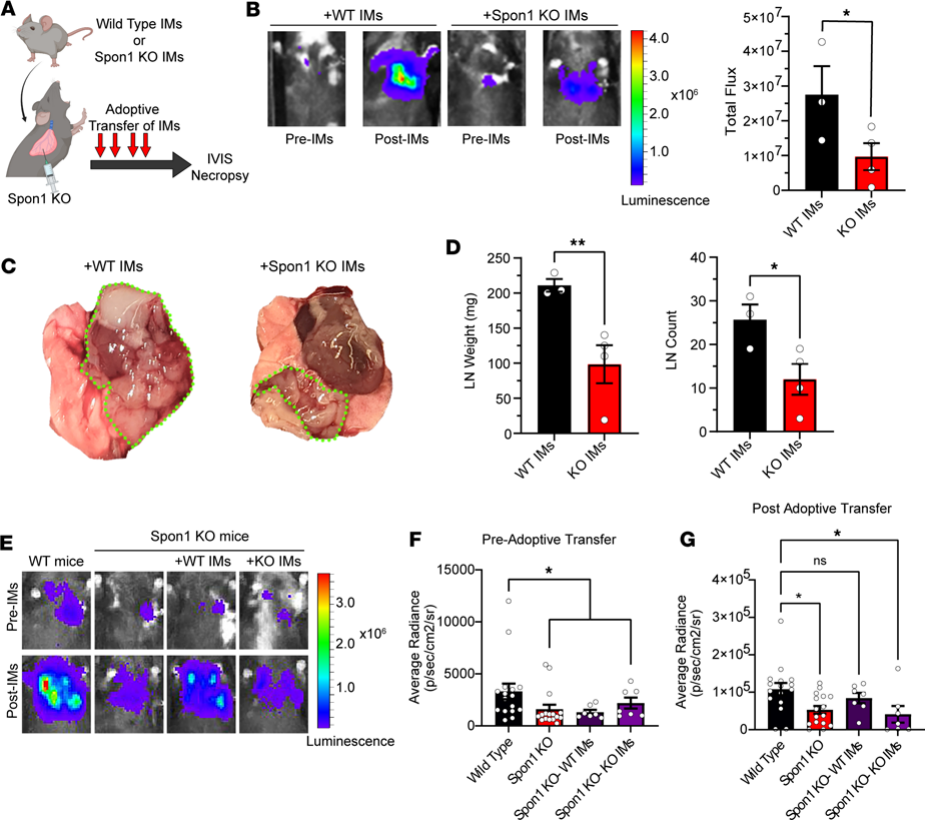
Phenotypic rescue of disease burden with restoration of Spon1^+^ TIMs. (**A**) Schematic of adoptive transfer experiment with either WT or *Spon1^–/–^* IMs infused into *Spon1^–/–^* mice orthotopically injected with LLC cells. Infusions took place on days 6, 8, 11, and 12 after injections. (**B**) IVIS results on day 14 after injection. *n* = 3. (**C**) Gross histology visualization of disease burden. (**D**) Lymph node tumor weight and counts on day 14 after injection. *n* = 3. (**E**) Representative IVIS images of WT and *Spon1^–/–^* mice with or without adoptive transfer of WT or KO IMs. (**F**) IVIS results on day 5 after injection. *n* = 7 each group. (**G**) IVIS results on day 13 after injection. *n* = 7 each group. **P < 0.01, *P < 0.05. Data are shown as the mean ± SEM incorporating biological and technical replicate samples. Two-tailed Student’s *t* test for 2-group comparisons; 1-way ANOVA test for multiple comparisons.

**Figure 6:**
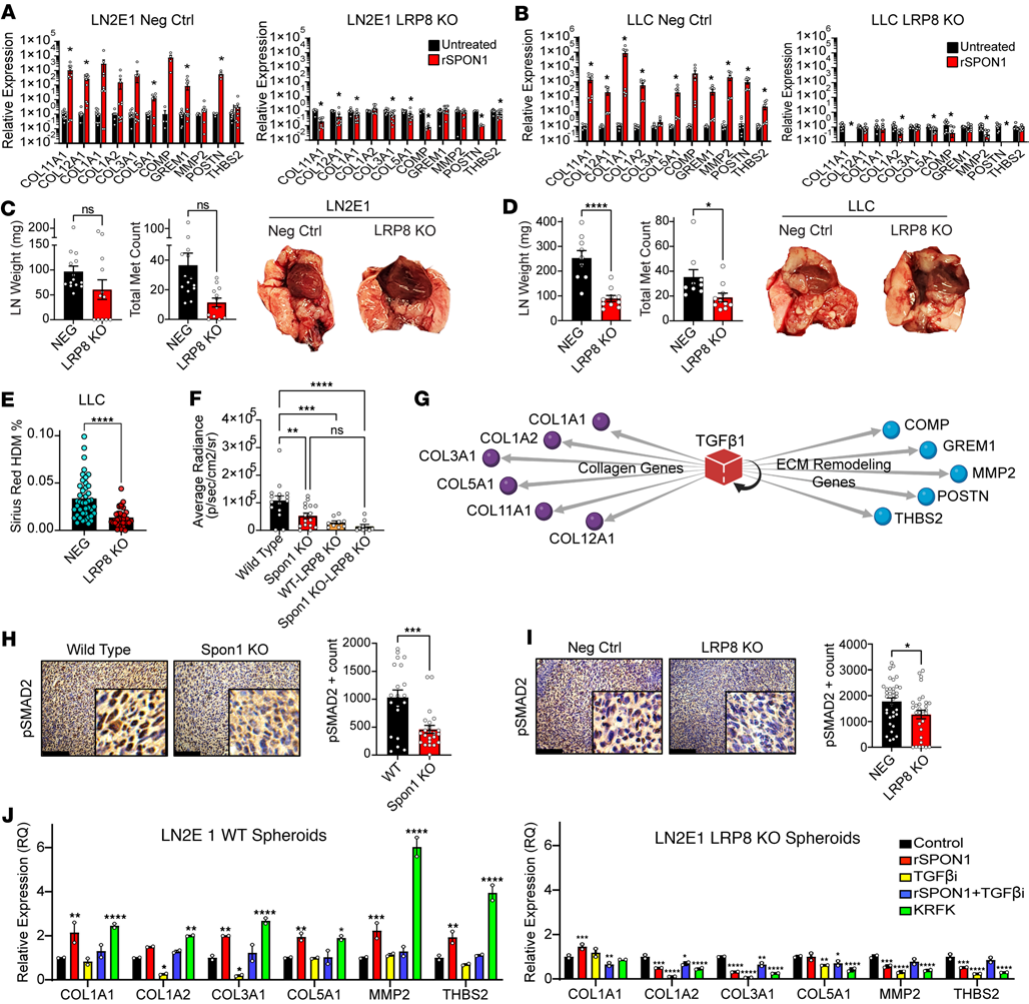
Spon1 mediates its effects on disease progression and collagen content via LRP8. (**A** and **B**) Collagen gene expression in both LN2E1 (**A**) and LLC (**B**) spheroids for negative control and LRP8 KO. (**C** and **D**) In vivo disease burden by tumor weight and counts in LN2E1 and LLC. (**E**) Collagen content in LLC shown by Sirius red high-density matrix levels. (**F**) In vivo IVIS results of LLC WT or LRP8-KO tumors in either WT mice or Spon1^–/–^ mice. *n* = 9 each group. (**G**) TGF-β1 as a top upstream regulator of the genes composing our Collagen Gene Signature. (**H** and **I**) Phospho-SMAD2 scoring of WT and *Spon1*^–/–^ LLC tumors and of negative control and LRP8-KO LLC tumors. Scale bars: 125 μM. (**J**) qPCR of Collagen and EMT genes of LN2E1 WT or LRP8-KO spheroids under treatment conditions of untreated, recombinant SPON1, TGF-βi (SB431542), recombinant SPON11^+^TGF-βi, and KRFK peptide. ****P < 0.001, ***P < 0.001, **P < 0.01, *P < 0.05. Data are shown as the mean ± SEM incorporating biological and technical replicate samples. Two-tailed Student’s *t* test for 2-group comparisons; 1-way ANOVA test for multiple comparisons.

**Figure 7:**
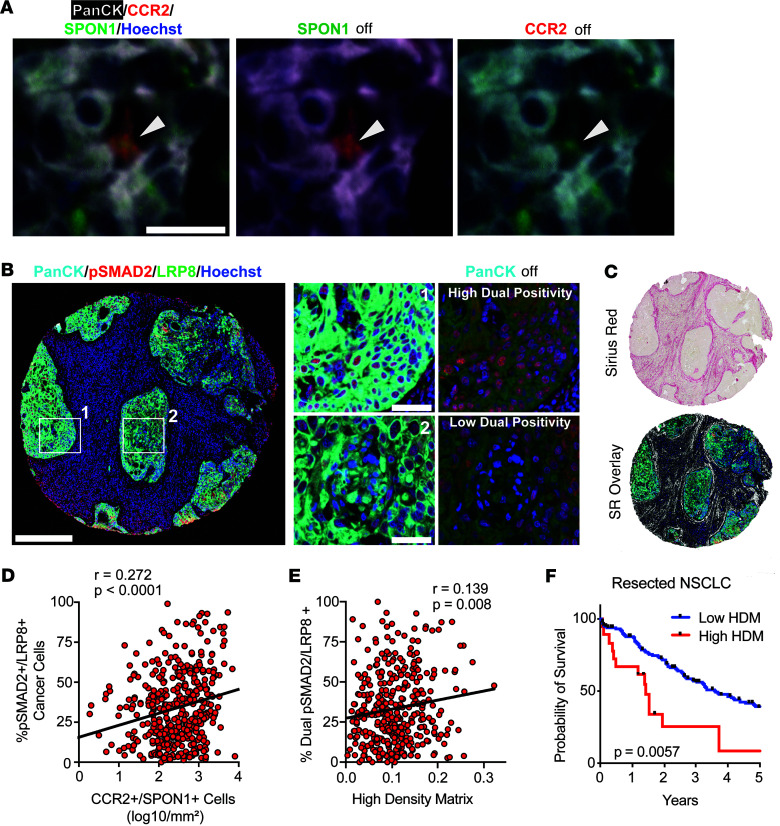
Patient NSCLC tumors show Spon1^+^ TIMs, and LRP8 expression on cancer cells and TGF-β1 signaling positively correlate with collagen expression, which leads to poor survival. (**A**) CCR2^+^SPON1^+^ staining identifies SPON1^+^ TIMs in tumor cell islets (PanCK^+^) in an LUAD tumor. PanCK, white; CCR2, red; SPON1, green; Hoechst (nuclear stain), blue. Scale bar: 25 μM. Arrowheads are pointing to a CCR2^+^SPON1^+^ TIM. (**B**) Immunofluorescence staining of LUSC tumors showing cancer cells (aqua) expressing LRP8 (green) with TGF-β1 activation (+pSMAD2/red). Scale bars: 300 μM (full core), 50 μM (insets). (**C**) Sirius red staining of the same core used in **B** and an overlay with positive sirius red staining shown in white. (**D** and **E**) Two-sided Pearson correlations of percentage of pSMAD2^+^LRP8^+^panCK^+^ cells with CCR2^+^SPON1^+^ cell density (*P* < 0.0001, *r* = 0.272) (**D**) and between pSMAD2^+^LRP8^+^panCK^+^ cells and high-density matrix indices based on Sirius red staining (**E**) (*P* = 0.008, *r* = 0.139). (**F**) Survival differences between patients expressing high and low HDM (*n* = 164 patients, *P* = 0.0057).

**Figure 8:**
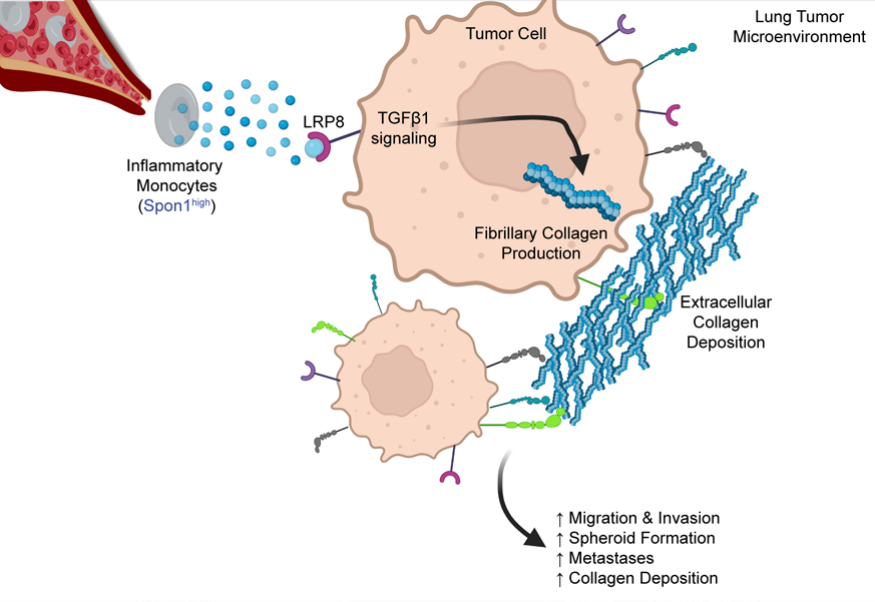
Schematic of Spon1^hi^ TIMs altering the LUSC TME. Spon1^hi^ TIMs are recruited to the TME and bind to their receptor, LRP8, located on cancer cells. Through TGF-β1 activation, they enhance upregulation of our Collagen Gene Signature, which includes several fibrillar collagens. This then leads to extracellular collagen deposition and increased protumorigenic phenotypes such as migration, invasion, spheroid formation, and metastases.

# Supplementary material for: Spon1+ inflammatory monocytes promote collagen remodeling and lung cancer metastasis through lipoprotein receptor 8 signaling
**Source:** JCI Insight. 2024 May 8;9(9):e168792. doi: 10.1172/jci.insight.168792
**Supplement:** Supplemental data

**Title:** Spon1+ Inflammatory Monocytes Promote Collagen Remodeling and Lung Cancer Metastasis through Lipoprotein Receptor 8 Signaling

**Authors:** Kristina M. Whately, Nisitha Sengottuvel, Lincy Edatt, Sonal Srivastava, Allison T. Woods, Yihuan S. Tsai, Alessandro Porrello, Matthew P. Zimmerman, Aaron C. Chack, Stuart R. Jefferys, Gabriella Yacovone, Dae Joong Kim, Andrew C. Dudley, Antonio L. Amelio, Chad V. Pecot

## **Supplemental Methods:**

### **Immunostaining of TMA cores**

Tissue microarray (TMA) samples for lung squamous cell carcinoma and lung adenocarcinoma cancers were obtained and prepared following Institutional Review Board approval for UNC Chapel Hill. Triple immunofluorescence (IF) was performed on paraffin-embedded TMAs that were sectioned at 4 microns onto positive charged slides. Tissue sections were stained with or labeled for antigens using two different triple stain assays. The first multiplex combination was with pSMAD2 (44-244G, Invitrogen), LRP8 (HPA073031, Sigma Aldrich), and pan Cytokeratin (NCL-L-AE1/AE3-601, Leica). The second triplex combination included SPON1 (Genetex, GTX51796), CCR2 (Abcam, ab176396), and pan Cytokeratin (NCL-L-AE1/AE3-601, Leica). These IF assays were carried out on the Bond Rx fully automated slide staining system (Leica Biosystems) using the Bond Research Detection kit (DS9455). Slides were deparaffinized in Leica Bond Dewax solution (AR9222), hydrated in Bond Wash solution (AR9590) and sequentially stained for either a triplex stain with pSMAD2, LRP8, and pan Cytokeratin or SPON1, CCR2, and pan Cytokeratin. Briefly, antigen retrieval was accomplished using Bond-epitope retrieval solution 1 pH 6.0 (AR9961). After pretreatment, tissues were blocked, and primary antibodies were diluted as follows: pSMAD2 at 1:3000, LRP8 at 1:100, pan Cytokeratin at 1:300 or with SPON1 at 1:300, CCR2 at 1:500, and pan Cytokeratin at 1:300. Ready-to use secondary antibodies Novolink Post Primary and/or Novolink Polymer (RE7260-CE, Leica) were used followed by either TSA Cy5 (SAT705A001EA, Akoya Biosciences), TSA Cy3 (SAT704A001EA, Akoya Biosciences) or Alexa Fluor™ 488 Tyramide Reagent (B40953, ThermoFisher Scientific) to visualize the target of interest. Nuclei were stained with Hoechst 33258 (Invitrogen). The stained slides were mounted with ProLong Gold antifade reagent (P36930, Life Technologies,). Positive and negative controls (no primary antibody) were included in this run.

Slides were digitalized using the Aperio ScanScope FL (Aperio Technologies Inc). The digital images were captured in each channel by 20x objective (0.468  $\mu\text{m}/\text{pixel}$  resolution) using line-scan camera technology (U.S. Patent 6,711,283). The adjacent 1 mm stripes captured across the entire slide were aligned into a contiguous digital image by an image composer.

#### **Sirius Red of TMA cores:**

Paraffin embedded TMAs were sectioned at 4 microns onto positively charged slides. To proceed with histological staining, samples were first baked at 60 degrees Celsius for 60 minutes minimum and were then deparaffinized in xylene and hydrated with graded ethanols before continuing with the stain of interest. To detect collagen in tissues, the Sirius Red stain was used (24901-500, PolySciences). After the staining, slides were then dehydrated and coverslipped with Cytoseal 60 (8310-4, Thermo Fisher Scientific). Stained slides were digitally imaged in the Aperio AT2 (Leica Biosystems) using 20x objective.

#### **ELISA**

Murine SPON1 protein levels were quantified by ELISA using the Mouse Spondin-1(SPON1) ELISA kit (Biorbyt orb408655) according to the manufacturer's protocol. To assess secretion of SPON1 in vitro, LLC spheroids were seeded at a density of 50,000 cells per well in 500 $\mu\text{L}$  of media in 24-well plates. Supernatant was collected 5 days later and stored at  $-80^{\circ}\text{C}$ . For analysis of plasma SPON1 levels, blood (approximately 800  $\mu\text{L}$  per mouse) from 3 to 5 mice per group was obtained at sacrifice via heart stick. Blood was collected into SST Blood Collection Tubes. Tubes were centrifuged at 10,000g for at room temperature for 10 min, then plasma was collected and stored at  $-80^{\circ}\text{C}$  until assay. Samples were assayed in triplicate and data represents the mean concentration.

## **Immunostaining**

Formalin preserved tumor tissue was paraffin embedded and sectioned into slides at 5µm thickness. Slides were deparaffinized and rehydrated before undergoing antigen retrieval (Vector Lab Cat#3300) for 20 minutes. Then endogenous peroxidase was quenched using 3% hydrogen peroxide followed by avidin and biotin blocking (Vector Lab Cat#SP-2001). For pSMAD2 staining, slides were blocked with 10% goat serum for 1-2 hours at room temperature before incubation with primary rabbit polyclonal pSMAD2 (1:500 dilution, Invitrogen 44244G) in 3% goat serum overnight. Washed slides underwent secondary antibody treatment with biotinylated anti-rabbit IgG (Biocare Medical cat#GR608H) for 30 minutes. All slides were then incubated with Avidin-Biotin complexes for 30 minutes and washed before being developed in DAB solution (Impact DAB from Vector lab#SK-4105) and counterstained in Hematoxylin (Sigma-Aldrich #GHS316). IHC stained slides were digitally imaged in the Aperio ScanScope XT (Leica) using 20x objective and analyzed using cell profiler to count positively stained cells.

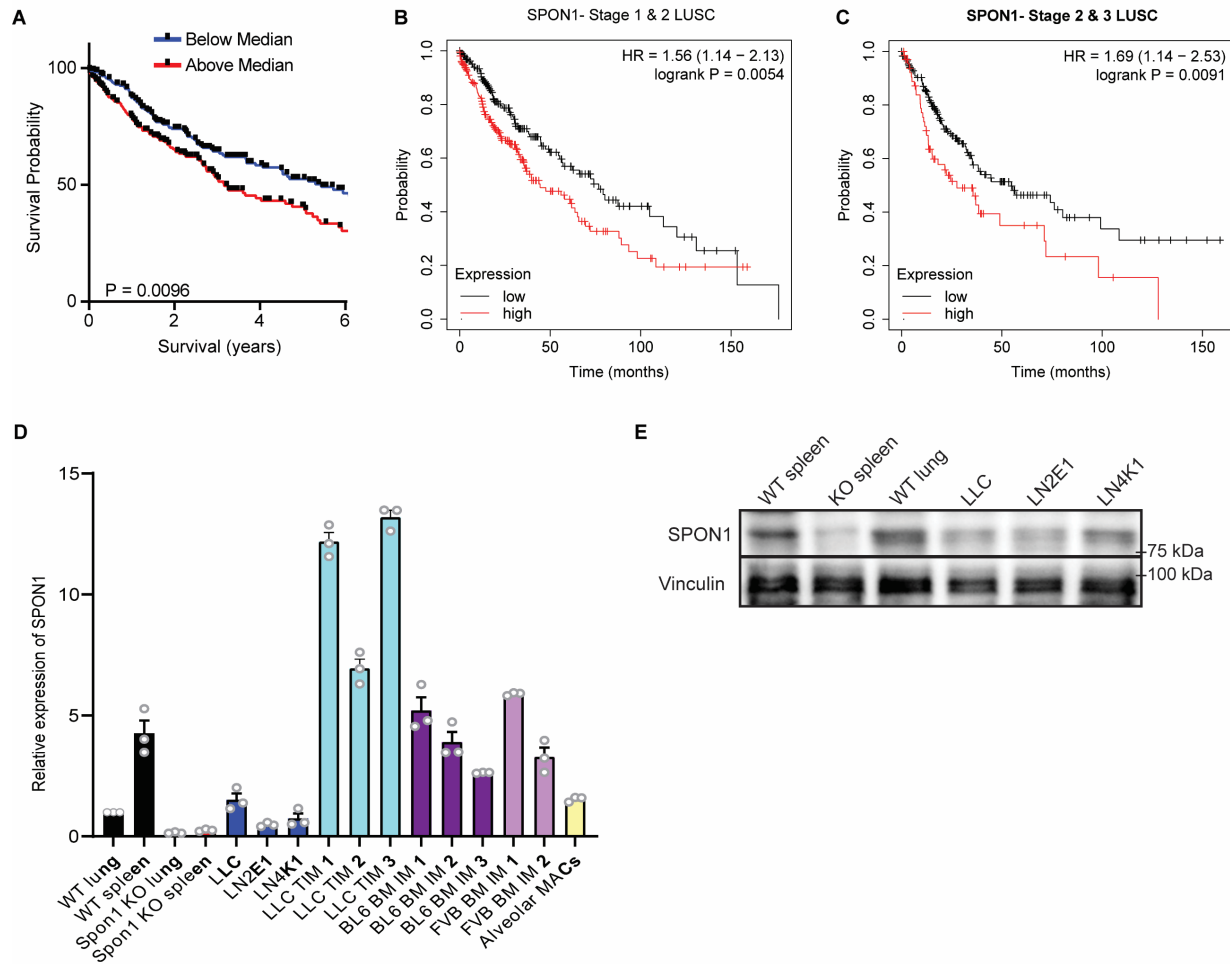

**Supplemental Figure 1.** (A) Survival differences between patients expressing high and low levels of Spon1 (n=244/group, p=0.0096) using a TCGA LUSC data set with a 50% upper and lower limit. (B) Survival differences between Stage 1 and 2 and (C) Stage 2 and 3 LUSC patients expressing high and low Spon1 levels using KMplot RNAseq datasets. (D) Spon1 gene expression of WT and Spon1<sup>-/-</sup> mouse organs, LUSC cell lines, LLC isolated TIMs, healthy BM IMs, and alveolar Macs normalized to WT mouse lung. (E) Protein expression of Spon1 and vinculin for lung cancer cell lines and mouse organ controls. Data are shown as the mean  $\pm$  SEM incorporating biological and technical replicate samples.

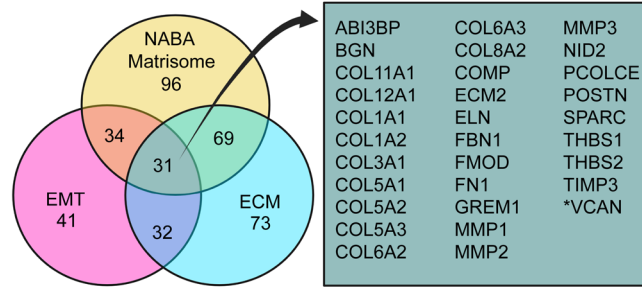

**Supplemental Figure 2.** Top hits in each gene-set show a collection of 31 overlapping genes.

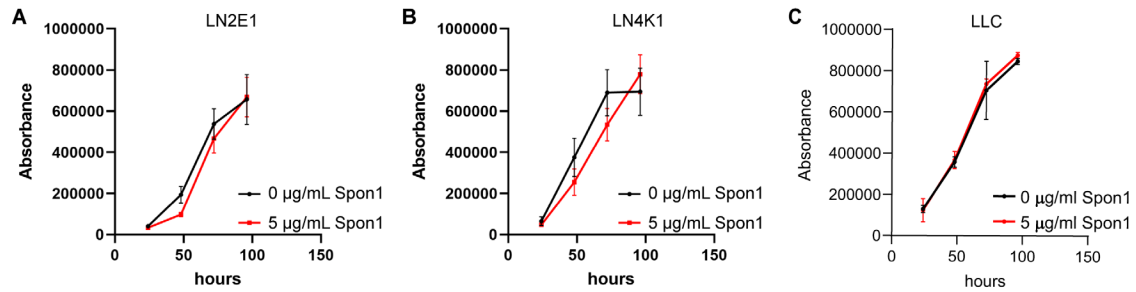

**Supplemental Figure 3.** Proliferation data shown with 2,000 of either (A) LN2E1, (B) LN4K1 or (C) LLC cells plated in the absence or presence of recombinant murine SPON1 (5 $\mu\text{g/mL}$ ). Alamar blue readouts were conducted every 24 hours for 4 days and showed no differences in proliferation. Data are shown as the mean  $\pm$  SEM incorporating biological and technical replicate samples.

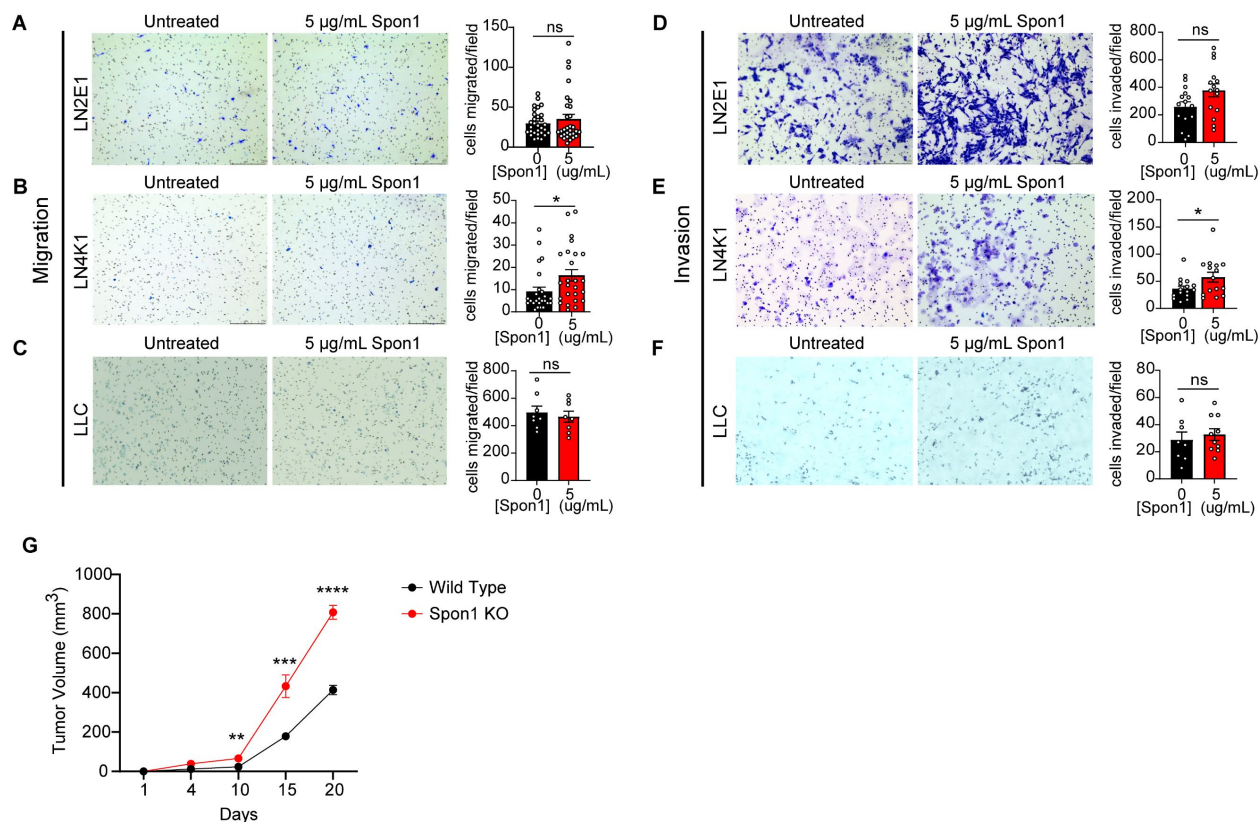

**Supplemental Figure 4.** To measure the ability of cells to migrate in the presence of a chemical gradient of recombinant mSPON1, an 8 µm transwell (Fisher 122-911) was used in a 24 well plate to create a barrier between the upper and lower chambers. Cells were placed in the upper chamber and mSPON1 (5µg/mL) + 5% FBS was placed in the lower chamber. Control wells contained 5% FBS only. Results shown for (A) LN2E1, (B) LN4K1, and (C) LLC cell lines with and without recombinant murine SPON1 treatment. Chambers were stained with the Hema 3 kit after 6 hours, mounted, imaged, and then analyzed using Cell Profiler. Invasion assays were done using a similar procedure with BioCoat Matrigel Invasion Chambers (Corning 354480) and an 18–22-hour incubation for (D) LN2E1, (E) LN4K1, and (F) LLC cell lines. (G) Subcutaneous LLC tumor growth in WT and Spon1<sup>-/-</sup> mice. (\*\*\*\*) =  $p < 0.001$ , (\*\*\*) =  $p < 0.001$ , (\*\*) =  $p < 0.01$ , (\*) =  $p < 0.05$ . Data are shown as the mean  $\pm$  SEM incorporating biological and technical replicate samples. Two-tailed Student's t test for 2-group comparisons.

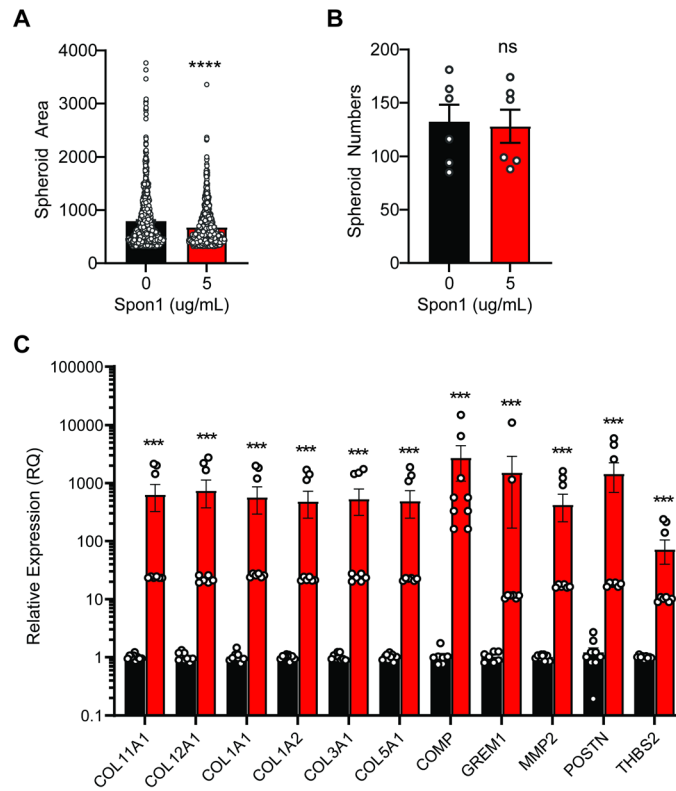

**Supplemental Figure 5.** A) Spheroid area and B) numbers for LN4K1. C) Collagen gene expression with and without recombinant murine Spon1 treatment (5 $\mu$ g/mL) for LN4K1 treated spheroids. (\*\*\*\*) =  $p < 0.0001$ , (\*\*\*) =  $p < 0.001$ . Data are shown as the mean  $\pm$  SEM incorporating biological and technical replicate samples. Two-tailed Student's t test for 2-group comparisons.

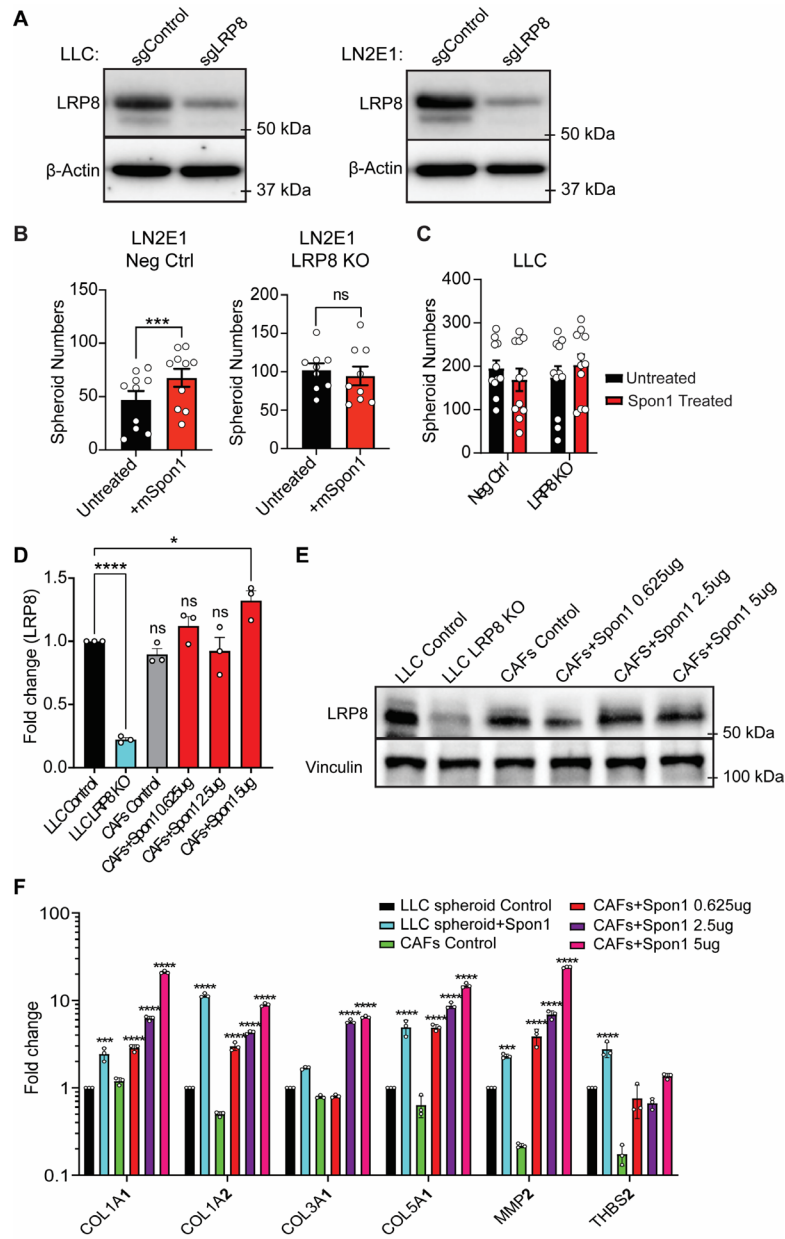

**Supplemental Figure 6.** A) Western blot confirmation for LRP8 KO in both LLC and LN2E1 cells. Spheroid formation phenotype for B) LN2E1 and C) LLC with and without recombinant murine Spon1 treatment (5  $\mu$ g/mL) in negative controls and LRP8 KO cells. D) qPCR of Spon1 expression in CAFs untreated and treated with Spon1 compared to LLC cells. E) Protein expression of LRP8 and vinculin for CAFs untreated and treated with Spon1 compared to LLC cells. F) qPCR of collagen genes in CAFs untreated and treated with Spon1 compared to LLC spheroids. (\*\*\*\*) =  $p < 0.0001$ , (\*\*\*) =  $p < 0.001$ , (\*) =  $p < 0.05$ . Data are shown as the mean  $\pm$  SEM incorporating biological and technical replicate samples. Two-tailed Student's t test for 2-group comparisons; 1-way ANOVA test for multiple comparisons.

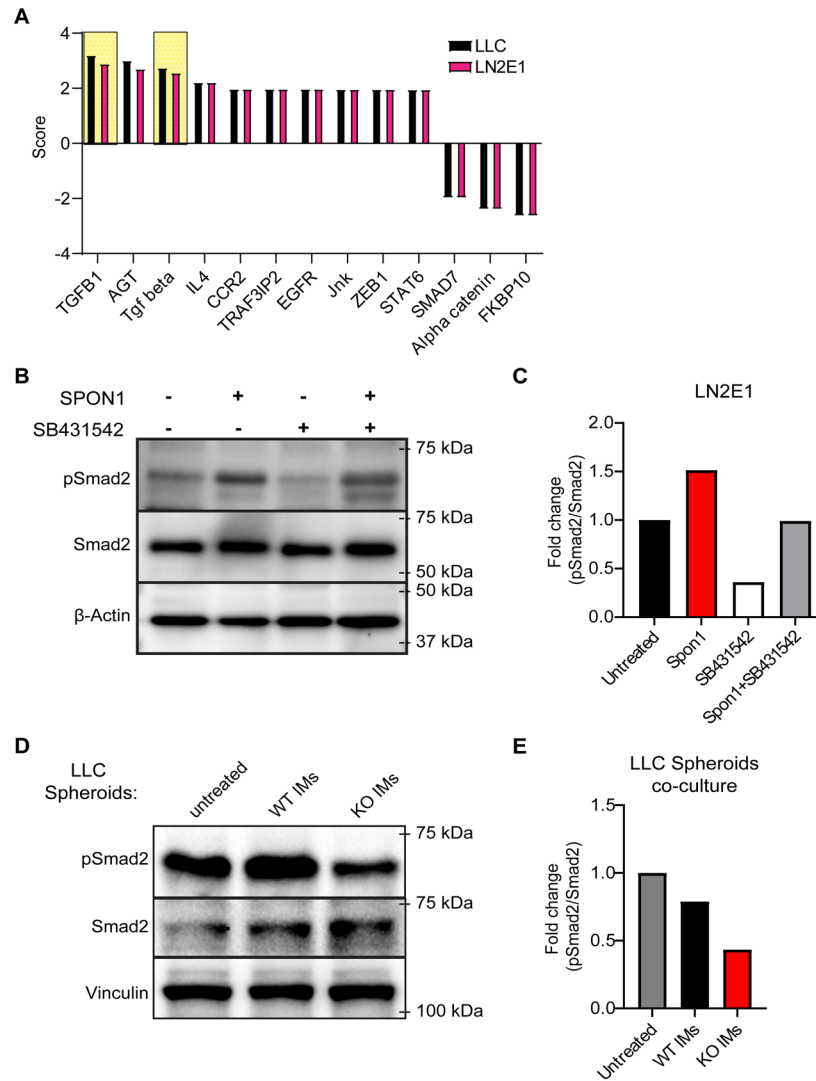

**Supplemental Figure 7.** A) Ingenuity Pathway Analysis Scores of common upstream regulators shown to drive collagen gene expression. TGFβ family members highlighted in yellow. B) Protein expression of phospho-smad2, total smad2 and actin from LN2E1 spheroids with or without recombinant Spon1 or 10uM SB431542. C) Quantification of phospho-smad2 to total smad2 from LN2E1 spheroids. D) Protein expression of phospho-smad2, total smad2 and actin from LLC spheroids with or without co-culture of WT or Spon1<sup>-/-</sup> IMs. E) Quantification of phospho-smad2 to total smad2 from LLC spheroids co-culture.

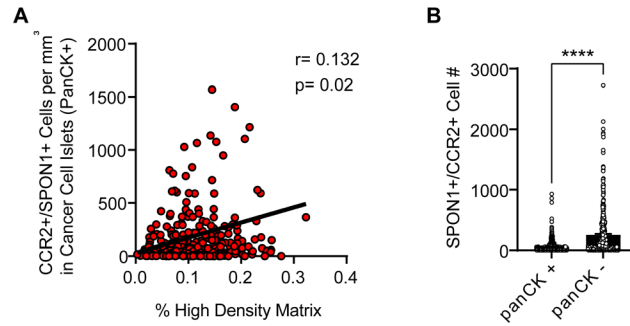

**Supplemental Figure 8.** NSCLC tissue microarray (TMA) data showing A) two-sided Pearson correlation between cells expressing both CCR2 and SPON1 in cancer cell islets (demarcated by positive panCK staining) with high density matrix of sirius red staining ( $p=0.02$ ,  $r=0.132$ ), and B) number of dual CCR2+/Spon1+ cells in PanCK positive vs PanCK negative regions. (\*\*\*\*) =  $p<0.0001$ . Data are shown as the mean  $\pm$  SEM incorporating biological and technical replicate samples.

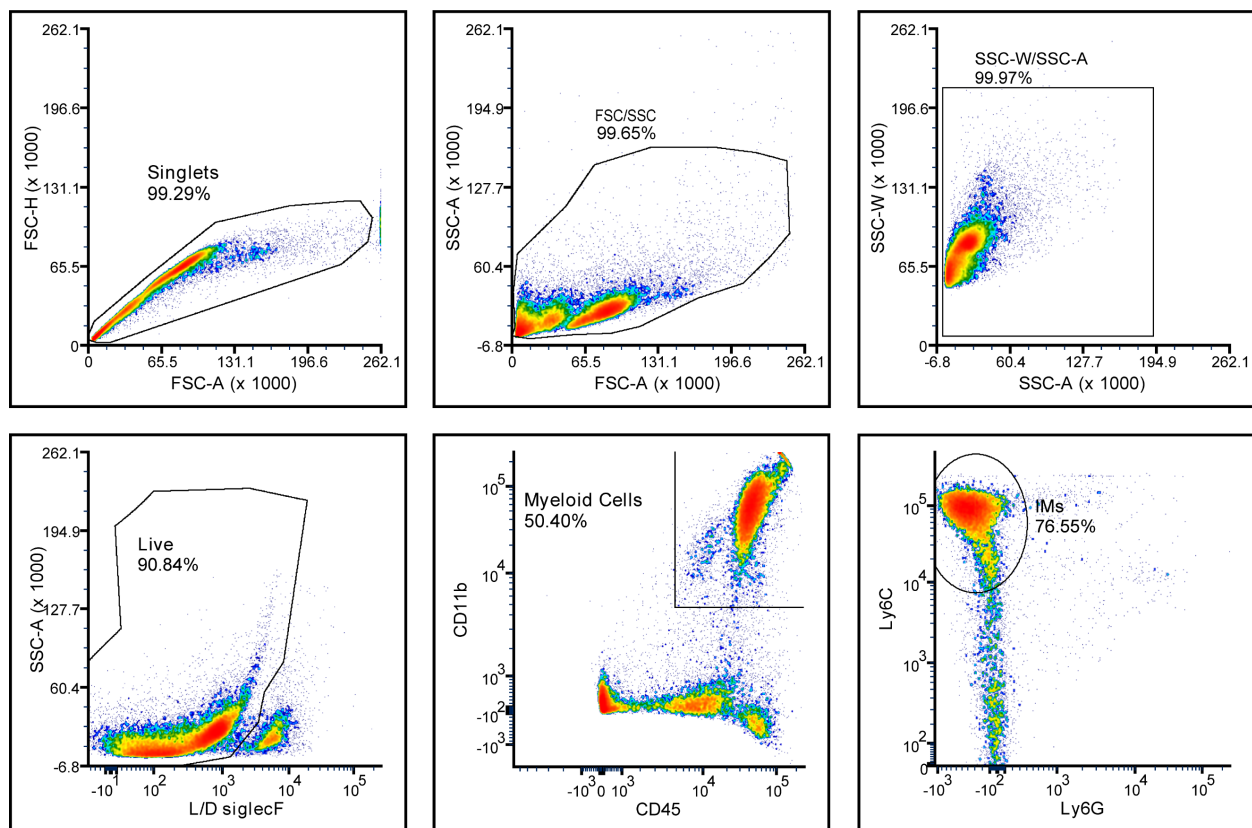

**Supplemental Figure 9.** Sample gating strategy for sorting of inflammatory monocytes from tumor samples and healthy bone-marrow. Sample gating shown on a control spleen that had been purified with the StemCell Monocyte Isolation kit. IMs were gated on Live SiglecF<sup>-</sup> cells as CD45<sup>+</sup>/CD11b<sup>+</sup>/Ly6G<sup>-</sup>/Ly6C<sup>High</sup>.

# Supplementary material for: Spon1+ inflammatory monocytes promote collagen remodeling and lung cancer metastasis through lipoprotein receptor 8 signaling
**Source:** JCI Insight. 2024 May 8;9(9):e168792. doi: 10.1172/jci.insight.168792

Full unedited blot for Supplementary Figure 1E:

SPON1:

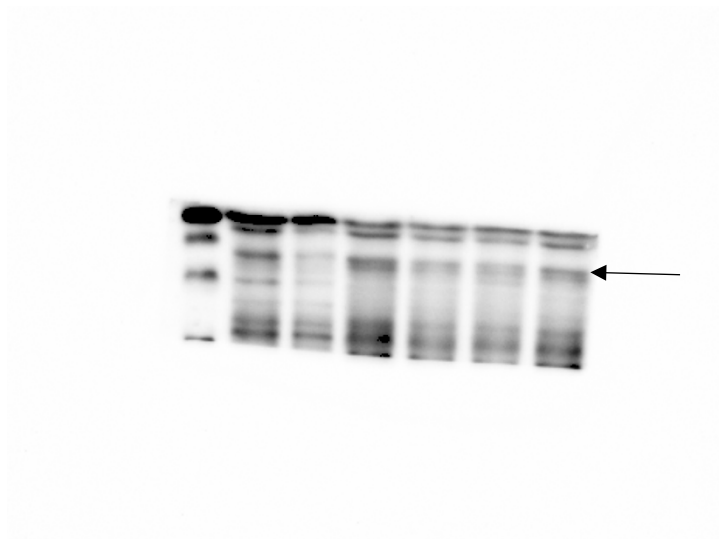

VINCULIN:

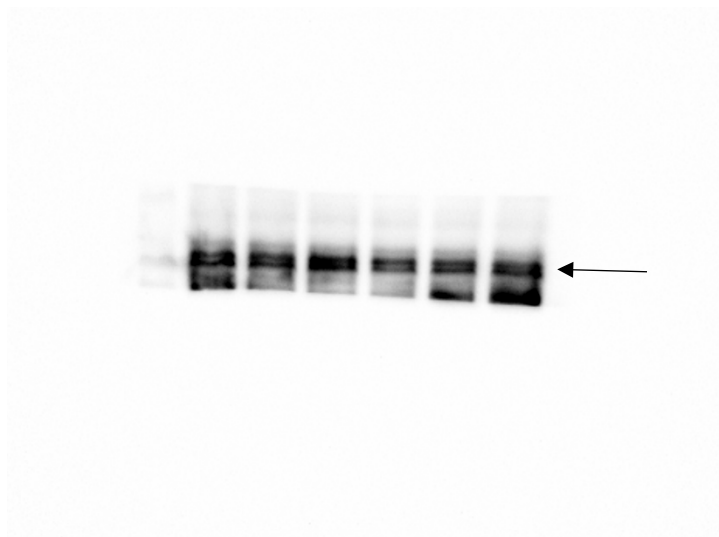

Full unedited blot for Supplementary Figure 6A:

LLC LRP8:

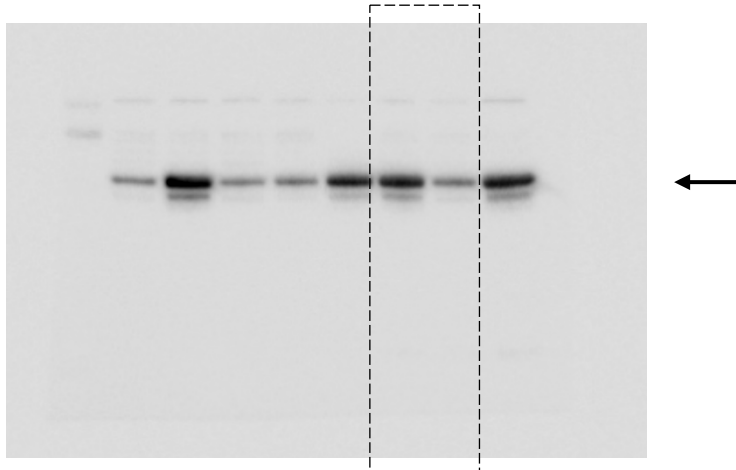

LLC  $\beta$ -ACTIN:

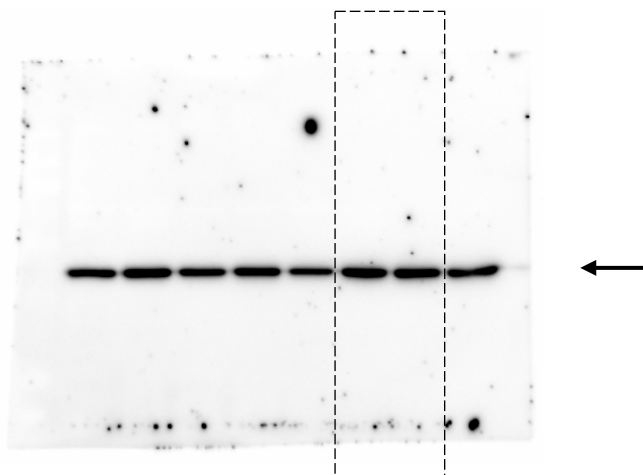

LN2E1 LRP8:

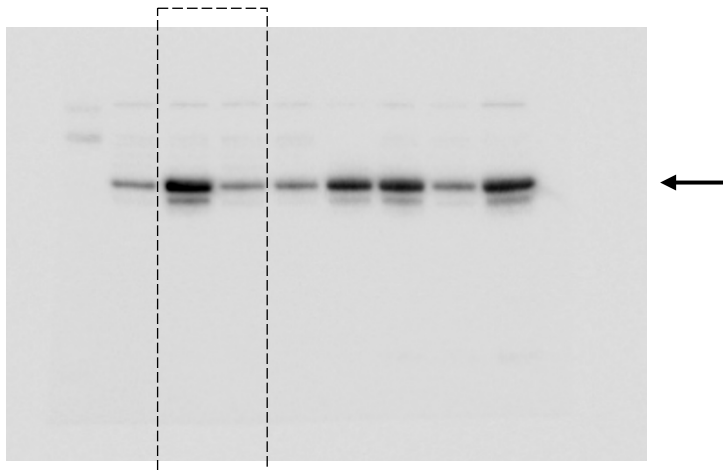

LN2E1  $\beta$ -ACTIN:

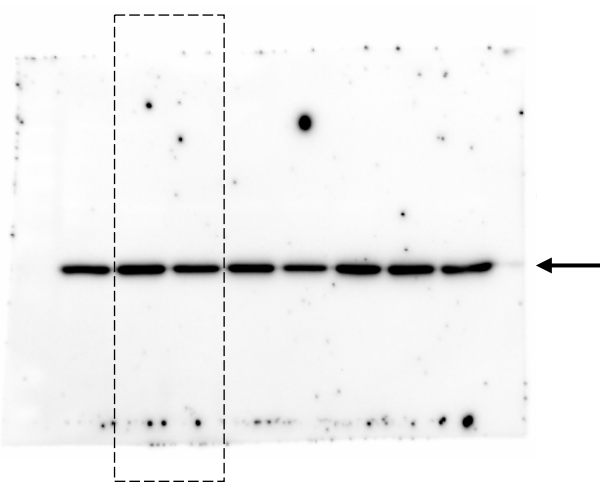

Full unedited blot for Supplementary Figure 6E:

LRP8:

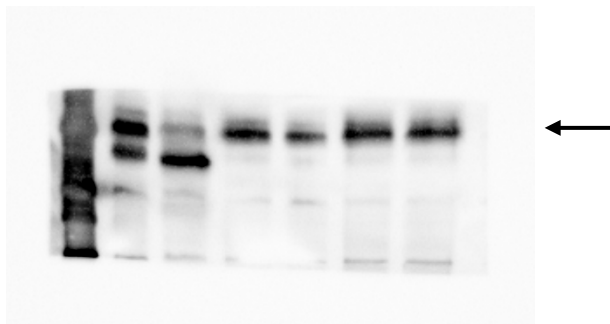

VINCULIN:

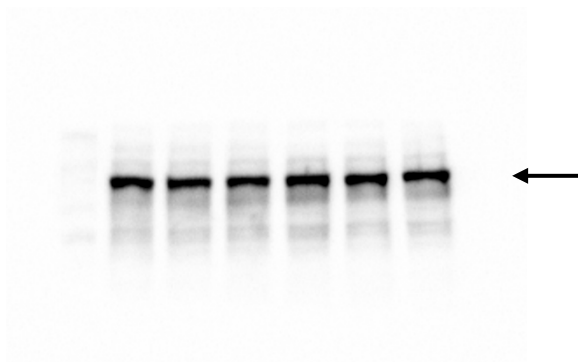

Full unedited blot for Supplementary Figure 7B:

$\beta$ -ACTIN:

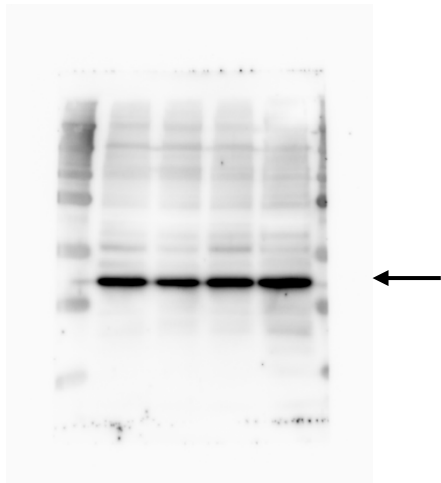

pSMAD2:

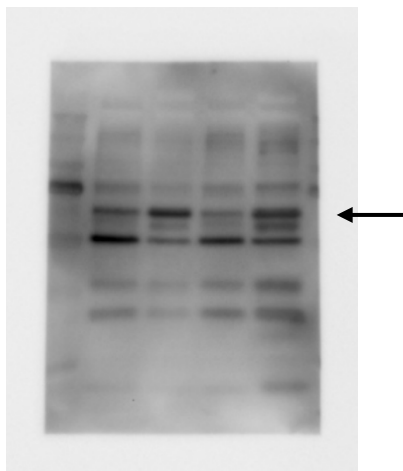

total SMAD2:

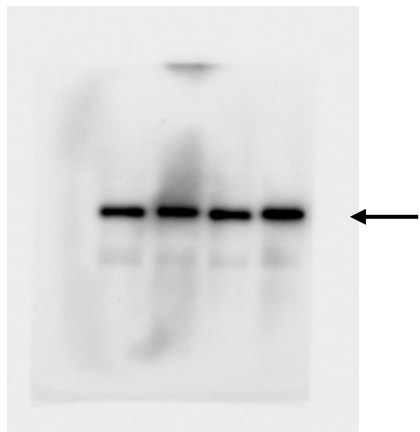

Full unedited blot for Supplementary Figure 7D:

VINCULIN:

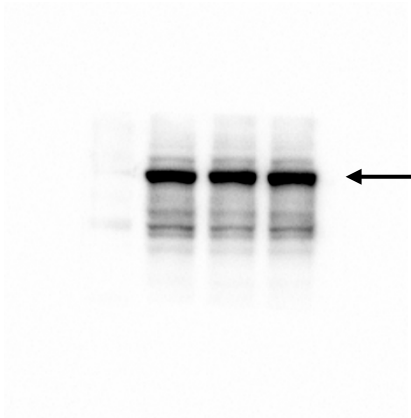

pSMAD2:

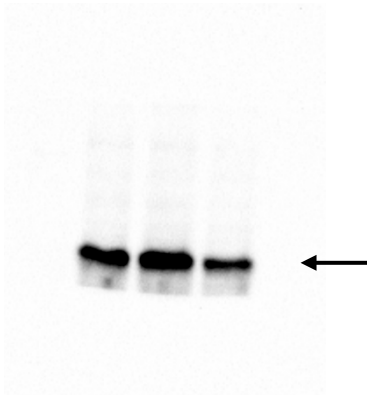

total SMAD2:

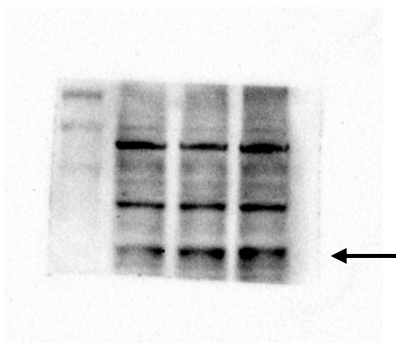

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

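RNA was measured in 21 samples of sorted IMs. TIMs came from LN2E1 primary tumors, LN2E1 lymph node metastases and LN4K1 lung metastases (n = 5 each), and BM IMs from FVB mice and from DBA2 mice (n = 3 each). The groups were taken from the sample labels, and every library was used. Each n counts libraries, which the paper calls technical replicates, and the number of mice behind them is not given. The values are the authors' raw read counts for 23420 gene symbols. The authors trimmed adapters with BBDuk, aligned read pairs to the mm10 mouse genome with BBMap and counted reads on genes with featureCounts from the Subread package; the paper's text does not name the settings of featureCounts. In the count table every value was a whole number of at least 0, and no column was without a sample. Libraries were not strand-specific. The steps before counting, and the paper's heat maps of r-log values with clustering, were not repeated, because the table starts at counts.

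Total counts per library lay between 80772922 and 101043568. Genes with at least 10 counts numbered between 12877 and 13023 in FVB BM IM libraries, between 12654 and 12915 in DBA2 BM IM libraries, between 13616 and 14512 in primary tumor TIM libraries, between 11047 and 12828 in lymph node TIM libraries and between 12015 and 13695 in LN4K1 lung TIM libraries. The 10 most abundant genes took between 8.18% and 16.0% of a library's counts. The ribosomal RNA gene Rn45s took between 0.623% and 2.04% in FVB BM IM libraries, between 0.109% and 0.207% in DBA2 BM IM libraries and at most 0.0708% in TIM libraries. A count of at most 3 was treated as the limit that a count of 0 allows, and a group whose libraries all lay at or under it gave only a lower bound for a fold change. This limit covers counting error, not losses before or during amplification.

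Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. CPM values were scaled with TMM factors over the 21 libraries, and log2 CPM used a prior count of 2. Each comparison was fitted on its own libraries with TMM factors, edgeR's default filter on low counts (a minimum count of 10 and a minimum total of 15) and the robust quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested. A DEG had an adjusted p under 0.0001 and an absolute log2 fold change above 1. The comparisons were LN2E1 primary tumor TIMs with FVB BM IMs, LN2E1 lymph node TIMs with FVB BM IMs, LN4K1 lung TIMs with DBA2 BM IMs, and lymph node with primary tumor TIMs. Shared DEGs passed in the first 3 of these with the same direction. The difference between the change in LN2E1 primary tumors and that in LN4K1 lung metastases was tested as an interaction at an adjusted p under 0.05. The 5 comparisons covered 15221 genes together. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the F statistic, which is approximate. Tests on single genes were two-sided exact permutation tests of the difference in mean log2 CPM, with 56 splits and a smallest p of 0.0179 for 5 libraries against 3, and a smallest p of 0.00794 for 5 against 5. Gene locations came from the GENCODE vM21 annotation of GRCm38 and were matched by symbol. Genes whose symbols were absent from the count table, among them those for Ly6G and Siglec-F, were not analysed here.

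These comparisons, tests and thresholds, the alternatives except where the text says otherwise, the lists of marker genes and the rule for naming genes were set before the data were examined. The named genes were the 10 candidate genes of the paper, the sort markers, the genes of the paper's collagen signature, Lrp8, Tgfb1 and Ccr2. They also included the 5 rising and the 5 falling genes with the largest smallest change among shared DEGs without overlap between TIM and BM IM libraries, and up to 3 DEGs in each direction with the largest change for lymph node against primary tumor TIMs and for the interaction, among genes with a mean log2 CPM above 3. Besides candidate genes, sort markers, the collagen signature and cell cycle genes, lists were written for B cells, T cells, NK cells, mature neutrophils, neutrophil precursors, alveolar macrophages, macrophages, dendritic cells, squamous epithelium, lung epithelium, fibroblasts, endothelium, red blood cells, interferon response, immediate early genes, sex and ribosomal RNA.

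The alternatives were DESeq2's size factors in edgeR in place of TMM, a filter that asked for only 1 count in total, a filter that asked for 10 counts in every library, a fit of all 5 groups together, the replicate number as a block, DESeq2 with shrunken and with unshrunken fold changes, and leaving out each library in turn. A requirement to pass against the BM IMs of both strains was added after the data were seen. DESeq2's shrunken fold changes were not run for the interaction. Each comparison was also refitted on other splits of its libraries, and the likeness of comparisons that share BM IM libraries was simulated from data in which no gene changed. The procedure was tested on simulated data with known changes. edgeR recovered 64.25% of 400 changed genes in a comparison of 5 libraries with 3, with 1 unchanged gene called, and 81% of 200 in the interaction, with 8 unchanged genes called. DESeq2's shrunken fold changes recovered 88.75% of the 400 changed genes, with 6 unchanged genes called. Of 200 genes changed in 2 comparisons, 52.5% were recovered in both. Correlations across libraries used 100000 permutations.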

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

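All tests of explanations in this part were chosen only after the results were seen, except the splits of the libraries. The criterion for reporting the marker lists was also set after the list results were seen.

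The number of genes with at least 10 counts set 1 library apart in each of 2 groups. Lymph node TIM replicate 1 had 11047 such genes, against 12433 to 12828 in the other 4 libraries, and LN4K1 lung TIM replicate 3 had 12015, against 13272 to 13695. With 39 groups of values tested for a far sample, 4 far samples were found, where chance gives 1.95. The tables argue against depth in both. Lymph node TIM replicate 1 had 90490173 counts in total, more than replicates 2, 3 and 4, which had at least 12433 such genes. Reduced to the depth of LN4K1 lung TIM replicate 3, the other libraries of its group kept at least 13177. Less RNA from cells that BM IM samples lack was also weighed. LN4K1 lung TIM replicate 3 lacked 902 genes that the other libraries of its group had, with a median of 0.750 CPM there. Of these genes, 47.5% were present in every DBA2 BM IM library, against 79.9% of genes of similar level, and its summed expression of Krt8, Krt18 and Krt19 was 0.217 CPM, against 70.2 to 144 CPM in the other LN4K1 libraries. A candidate explanation is therefore that this library held less RNA of cells other than IMs. For lymph node TIM replicate 1, 82.1% of its 820 lacking genes (673, with a median of 1.89 CPM in the other libraries) were present in every FVB BM IM library, against 90.1% of genes of similar level. No size of gap had been set for this test, so that less RNA of other cells and losses in amplification cannot be told apart there. A difference between mice in tumor burden stays open for both libraries and was not tested.

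Sdcbp lay apart in 2 libraries, at 10.15 log2 CPM in lymph node TIM replicate 3 (1137 CPM, against 1562 to 1756 CPM in the others) and at 10.55 log2 CPM in LN4K1 lung TIM replicate 3 (1502 CPM, against 1214 to 1269 CPM). Exons of Sdcbp overlap those of Nsmaf on the opposite strand, and without strand information Nsmaf reads could have been counted on Sdcbp. The tables argue against this, since Nsmaf reached at most 122 CPM in a library of these groups while the gaps were 426 and 233 CPM. Losses in amplification and a difference between the mice stay open, and no biological explanation was tested.

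The change from BM IMs to TIMs differed between LN2E1 primary tumors and LN4K1 lung metastases for 10 of the 27 candidate and other named genes tested. The differences on the log2 scale were 5.91 for Spon1, 2.55 for Cfb, 2.28 for Csrnp1, 0.58 for Ptprc, 1.46 for Itgam, 5.33 for Col5a1, 5.87 for Mmp2, 11.07 for Postn, 1.75 for Lrp8 and 1.96 for Tgfb1, all with the larger rise in LN2E1 primary tumors. Their adjusted p values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment ran from 0.000143 for Csrnp1 to 0.0453 for Lrp8. Lrp8 passed in 3 of the 16 fits that left out 1 library, Postn in 7, Ptprc in 12 and Itgam in 14, and the others in all 16. Postn had 0 counts in every FVB BM IM library, so that the size of its difference depends on the prior count. A chance split is argued against, since of 100 splits of the libraries only 1, the real one, gave as many as 4022 genes with a different change, and the next gave 2584. A difference between the BM IMs of the strains as the whole explanation of the 4022 genes is argued against too, because it exceeded the difference between the TIMs for only 35.9% of them. For Spon1 it is a candidate explanation, since DBA2 BM IMs lay 7.32 above FVB BM IMs on the log2 scale and LN4K1 lung TIMs 1.40 above primary tumor TIMs. Cfb (1.70 in BM IMs and -0.80 in TIMs) and Csrnp1 (1.31 and -0.94) differed in both, and Tgfb1 mainly in BM IMs (1.83 and -0.17). Col5a1 (0.66 in BM IMs and -5.09 in TIMs), Mmp2 (0.66 and -5.68), Postn (1.42 and -6.41), Lrp8 (-0.97 and -2.78), Itgam (0.60 and -0.96) and Ptprc (0.17 and -0.37) differed mainly in the TIM samples. For Col5a1, Mmp2 and Postn, fibroblast RNA in the primary tumor samples was not told apart from a change within TIMs. The list of fibroblast genes summed to 973 CPM there and to 24.1 CPM in LN4K1 lung TIMs. Strain, cell line, tissue and route of injection stay open and were not tested apart.

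Among all genes with a mean log2 CPM above 3, Nos2 (9.94), Il1rl1 (9.59) and Cd72 (7.53) had the largest differences toward LN2E1 primary tumors and Prg2 (-8.31), Prg3 (-6.68) and Camp (-5.80) the largest toward LN4K1 lung metastases. TIMs of LN4K1 lung metastases lay below primary tumor TIMs by -6.28 for Nos2, -9.54 for Il1rl1 and -6.59 for Cd72 on the log2 scale, while BM IMs of the strains differed by 0.98, 1.26 and 1.85. The fall of Prg2, Prg3 and Camp in TIMs was smaller in LN4K1 lung metastases, where TIMs lay above primary tumor TIMs by 6.43, 1.84 and 5.45. Neutrophil precursor RNA or cells in the LN4K1 lung samples is a candidate explanation for Camp, since the 8 neutrophil precursor genes, Camp among them, lay 2.64 higher in the median in LN4K1 lung than in primary tumor TIMs on the log2 scale, with sums of 353 ± 167 CPM (SD, n = 5, at least 234) and 128 ± 55.0 CPM (at most 196). The difference between the BM IMs of the strains, -2.34 for Camp, adds to it. For Prg2 and Prg3, eosinophil RNA in the LN4K1 lung samples might give the smaller fall. Prg2 lay between 0.948 and 59.1 CPM in the 5 LN4K1 libraries, highest in replicate 4, and at most at 0.222 CPM in primary tumor TIMs, so that the difference did not rest on 1 library. Prg3 was also highest in replicate 4, at 2.37 CPM, and had 0 counts in 3 LN4K1 libraries. Epx, another eosinophil gene, had a mean of 1.02 CPM in LN4K1 lung TIMs, with 2.89 CPM in replicate 4 and 2.04 CPM in replicate 2, but at most 0.166 CPM in the other 3 libraries, no higher than the 0.313 CPM it reached in primary tumor TIMs. Eosinophil RNA therefore cannot be told apart from a difference in the IMs themselves for Prg2 and Prg3, since Epx goes with it in 2 libraries and not in the other 3. BM IM samples had 683 ± 236 CPM of Prg2 (SD, n = 3) in FVB mice and 580 ± 267 CPM (n = 3) in DBA2 mice. No list of eosinophil genes had been written, and eosinophils were not tested further. Strain, cell line and tissue stay open as well.

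Fibroblast genes, which the paper does not analyse in these IMs, had a median log2 fold change of 9.76 in LN2E1 primary tumors, with genes at the limit of detection taken at their bound. Of the 11 genes, all tested, 10 were DEGs there, and 10 when adjusted over the list alone. In lymph node metastases and LN4K1 lung metastases, 0 of 9 tested genes were DEGs, with 8 and 7 at an unadjusted p under 0.05 and medians of 4.74 and 5.35, and the difference in change between LN2E1 primary tumors and LN4K1 lung metastases passed for 0 of 11 genes, with 2 at an unadjusted p under 0.05. The list's summed expression was 973 CPM in primary tumor TIMs, 62.5 CPM in lymph node TIMs, 24.1 CPM in LN4K1 lung TIMs and 7.09 CPM in FVB BM IMs. It was 0.650 CPM in DBA2 BM IMs, and 0.273 CPM there without replicate 3. Fibroblast RNA or cells in the sorted samples is a candidate explanation, since the whole list rose together. The 6 genes of the list that are not collagens summed to 220 ± 92.7 CPM (SD, n = 5) in primary tumor TIMs, against 6.90 CPM in FVB BM IMs. Collagen RNA cannot give reads on these 6 genes by definition, so their rise does not test a part from the cancer cells. Expression of the 6 genes by the cancer cells stays open. For the 5 collagen genes, with 753 ± 324 CPM, a part from the cancer cells cannot be told apart, because these cells were not among the sequenced samples. Krt8, Krt18 and Krt19 summed to 33.6 ± 13.9 CPM in the same libraries. They do not mark cancer cell RNA alone, since lung epithelial genes summed to 433 CPM there, and the cancer cells could be low in keratins. The list shares Col1a1, Col1a2 and Col3a1 with the paper's collagen signature. Expression of these genes by TIMs stays open as well.

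Squamous epithelial genes had a median log2 fold change of 4.98 in primary tumors, with 4 of 7 tested genes as DEGs and 5 when adjusted over the list alone. In lymph node metastases the median was 2.86 over 4 tested genes and in LN4K1 lung metastases 4.39 over 8, with 0 DEGs in both and 2 and 5 genes at an unadjusted p under 0.05. The sums were 3.75, 1.67, 94.7, 66.8 and 111 CPM in FVB BM IMs, DBA2 BM IMs, primary tumor TIMs, lymph node TIMs and LN4K1 lung TIMs. Epithelial RNA or cells in the sorted samples is a candidate explanation in primary tumors, where the list of lung epithelial genes summed to 433 CPM and all 7 of its genes had an adjusted p under 0.05. Cdh1 alone reached 62.4 CPM in lymph node TIMs, where the keratins summed to 0.457 CPM, so that expression of Cdh1 by other cells, TIMs among them, stays open.

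Dendritic cell genes had a median log2 fold change of 2.23 in primary tumors, where 5 of 9 genes were DEGs (5 adjusted over the list alone), 2.58 in lymph node metastases (3 DEGs, 5 adjusted over the list alone) and 1.58 in LN4K1 lung metastases (4 DEGs, 5 adjusted over the list alone). The sums were 607, 835, 10029, 16369 and 5992 CPM in FVB BM IMs, DBA2 BM IMs, primary tumor TIMs, lymph node TIMs and LN4K1 lung TIMs, and Cd74 and H2-Ab1, which BM IMs also expressed, made most of them in TIMs. In primary tumors Cd74 rose from 307 to 5762 CPM and H2-Ab1 from 124 to 2790 CPM. Flt3 rose from 8.04 to 38.3 CPM, Xcr1 reached 1.84 CPM, Zbtb46 3.77 CPM and Clec9a 0.332 CPM. Cd209a, which the list also holds, had a log2 fold change of -0.41. Its level in BM IMs would hide a small share of dendritic cells, so that dendritic cells in the samples and a rise of these genes within TIMs cannot be told apart.

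Interferon response genes had a median log2 fold change of 4.32 in primary tumors, with 14 of 14 genes as DEGs, and of 4.95 in lymph node metastases, with 13 (14 in both when adjusted over the list alone). In LN4K1 lung metastases the median was 0.51, with 1 DEG (1 adjusted over the list alone), and the difference in change was 3.25 in the median and passed for all 14 genes. The sums were 233, 878, 2690, 4080 and 1534 CPM in FVB BM IMs, DBA2 BM IMs, primary tumor TIMs, lymph node TIMs and LN4K1 lung TIMs. A higher level in DBA2 BM IMs is a candidate explanation of the smaller rise in LN4K1 lung metastases, since it lay 2.23 above that in FVB BM IMs in the median over the list, with all 14 genes higher. A lower level in LN4K1 lung TIMs, by -1.06 in the median, adds to it, and whether it comes from the strain, the cell line or the tissue cannot be told apart, since all 3 changed together.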

How the results depend on the processing

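The settings here were those set in advance, apart from the requirement to pass against the BM IMs of both strains, which was chosen after the data were seen.

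Numbers of DEGs stayed within 1.5 times their value under DESeq2's size factors in edgeR, with 1869 genes in primary tumors, 754 in lymph node metastases, 404 in LN4K1 lung metastases, 219 shared by the 3 comparisons and 4 between lymph node and primary tumor TIMs. The share of higher DEGs in primary tumors was then 63.8% in place of 59.8%. These size factors moved the median log2 fold change of all genes by less than 0.1 in each comparison, from 0.08 to 0.14 in primary tumors. The filters on low counts also left the numbers within 1.5 times in the comparisons of TIMs with BM IMs, with 272 shared genes without a filter (211 of the 219 among them) and 280 with at least 10 counts in every library (205 of the 219). Between lymph node and primary tumor TIMs, 12 genes were DEGs without a filter, 1 of them higher, and 0 with at least 10 counts in every library, where 2856 genes had an unadjusted p under 0.05. By construction, the stricter filter leaves out genes such as Mmp3 whose counts in lymph node TIMs were near 0. The requirement to pass against BM IMs of both strains gave 175 shared genes with edgeR and 692 with DESeq2's shrunken fold changes, 399 higher and 293 lower.

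With all 5 groups in 1 fit, 1947 genes were DEGs in lymph node metastases, 797 in LN4K1 lung metastases (474 higher, 59.5%), 27 between lymph node and primary tumor TIMs and 593 in all 3 comparisons, 368 higher and 225 lower. All 219 shared genes were among these 593. Primary tumors had 1629 DEGs in that fit. DESeq2's shrunken fold changes gave 4004 DEGs in primary tumors, 2402 in lymph node metastases, 1565 in LN4K1 lung metastases, 177 between lymph node and primary tumor TIMs and 856 shared (512 higher and 344 lower). Unshrunken fold changes gave 4025, 2419, 1602, 483 and 867 (519 higher and 348 lower). Of the DEGs called by edgeR with separate fits, DESeq2's shrunken fold changes called 1835 of 1879 in primary tumors, 758 of 758 in lymph node metastases and 405 of 405 in LN4K1 lung metastases. The cause of these differences between tools and fits was not tested. In the data with known changes, at 5 libraries against 3, DESeq2's shrunken fold changes recovered 88.75% of changed genes and edgeR 64.25%. DESeq2 also called 6 unchanged genes there and edgeR 1. The lower counts of edgeR may therefore include missed changes, and the higher counts of DESeq2 false calls.

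No sign was seen that the replicate numbers of the labels pair the libraries, which does not exclude pairing. Libraries with the same number in primary tumor and lymph node TIMs had a mean correlation of -0.0377 (5 pairs, from -0.139 to 0.114) across 9872 genes after each group's mean was removed. Their other pairs ran from -0.226 to 0.204. FVB BM IMs and lymph node TIMs, which came from healthy and from tumor-bearing mice, had a mean of 0.172 for the same number. Values of this size therefore do not decide on pairing. With the replicate number as a block nonetheless, no gene was a DEG in primary tumors (0, with 7546 genes at an unadjusted p under 0.05), lymph node metastases (0, with 5296), LN4K1 lung metastases (0, with 3398), between lymph node and primary tumor TIMs (0, with 3199), or in all 3 comparisons (0 in total, 0 higher and 0 lower, with 1843 genes at an unadjusted p under 0.05 in all 3 and the same direction). By construction the block leaves only 2 residual degrees of freedom in the comparisons with BM IMs, so that this setting says little about stability there. Spon1 then had a log2 fold change of 9.62 in primary tumors (adjusted p = 0.000596 from edgeR's quasi-likelihood test) and of 9.37 in lymph node metastases (adjusted p = 0.00267), neither of them a DEG.

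Spon1 in LN4K1 lung metastases was a DEG in 3 of the other settings, with a log2 fold change of 3.60 with all 5 groups in 1 fit (adjusted p = 5.8e-06 from edgeR's test), 3.20 with DESeq2's shrunken fold changes and 3.55 with unshrunken ones, and the adjusted p ran from 1.1e-16 to 0.036 over all settings. In primary tumors it ran from 3.6e-36 to 0.0006. The filter of 10 counts in every library gives no value for Spon1 in the LN2E1 comparisons, since an FVB BM IM library had 0 counts. The number of genes whose change differed between LN2E1 primary tumors and LN4K1 lung metastases stayed within 1.5 times under every setting run, from 3115 with the replicate block to 4992 with DESeq2's unshrunken fold changes.

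Across the fits that each left out 1 library, DEGs ran from 938 to 2031 in primary tumors (8 fits), from 307 to 977 in lymph node metastases (8 fits), from 115 to 840 in LN4K1 lung metastases (8 fits) and from 0 to 2 between lymph node and primary tumor TIMs (10 fits, with 3969 genes at an unadjusted p under 0.05 in the fit with 0). Shared DEGs ran from 71 to 346 (21 fits), the higher ones from 21 to 205 and the lower ones from 50 to 142, and genes with a different change in the models from 2734 to 4708 (16 fits). The lowest numbers came without FVB BM IM replicate 2 in primary tumors, in lymph node metastases and in the test of a different change, without DBA2 BM IM replicate 3 in LN4K1 lung metastases and for the shared genes, and without lymph node TIM replicate 3 between lymph node and primary tumor TIMs. The highest came without FVB BM IM replicate 3 in primary tumors, without lymph node TIM replicate 1 in lymph node metastases and for the shared lower genes, and without LN4K1 lung TIM replicate 3 in LN4K1 lung metastases, for the shared genes in total and the higher ones, and in the test of a different change. Between lymph node and primary tumor TIMs the highest number, 2, came in 4 fits. The log2 fold change of Spon1 ran from 8.80 to 10.40 in primary tumors, from 8.84 to 10.42 in lymph node metastases and from 3.31 to 3.87 in LN4K1 lung metastases.

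For the 119 results of named genes, 776 values under other settings kept their direction and side of the threshold in 659 cases, were weaker in 82, stronger in 34 and reversed in 1. That one was Col1a1 in LN4K1 lung metastases, at -4.62 with the replicate block. Without 1 library, 887 of 1081 values kept both, 185 were weaker, 4 stronger and 5 reversed. Comp in lymph node metastases, at -0.04, became 0.84 without FVB BM IM replicate 3, 0.28 without lymph node TIM replicate 1 and 0.06 without lymph node TIM replicate 5. The difference in change between the models reversed for Il1b, to -0.34, and for Socs3, to -0.23, both without DBA2 BM IM replicate 3. The other fits without 1 library gave values up to 0.86 for Il1b and 1.26 for Socs3, and down to -0.44 for Comp in lymph node metastases. The cause was not tested for these.

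Depth limits the genes near 0 in BM IMs, among them Spon1 in FVB mice, where a few counts set the size of the fold change, and no fold change can be given for genes at or under 3 counts in both groups of a comparison.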

Differences from the paper's values

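The paper gives 283 genes as overexpressed in TIMs in primary tumors, lymph node metastases and lung metastases. Here 119 genes were higher DEGs in all 3 comparisons. Among the alternatives set before the data were examined, the number lay within 1.5 times of the paper's 283 with all 5 groups in 1 fit (368) and without LN4K1 lung TIM replicate 3 (205). It did not with DESeq2's size factors in edgeR (119), without a filter (158), with at least 10 counts in every library (156), with the replicate block (0, where 1843 genes in either direction had an unadjusted p under 0.05 in all 3 comparisons), with DESeq2's shrunken fold changes (512), with its unshrunken fold changes (519), or without any 1 of the other libraries. With DESeq2's shrunken fold changes against BM IMs of both strains, a setting chosen after the values were seen, 399 genes were higher, within 1.5 times of the paper's 283, and with edgeR on the same requirement 87 were. DESeq2's shrunken fold changes are what the paper's methods name. Counted in either direction, 219 genes were shared here. That lies within 1.5 times of the paper's 283 and of the 273 different genes in the paper's complete list, as do the numbers with DESeq2's size factors in edgeR (219), without a filter (272), with at least 10 counts in every library (280), without any 1 of the primary tumor TIM libraries (210 to 223), without lymph node TIM replicate 1 (263) and without LN4K1 lung TIM replicate 3 (346). With DESeq2's shrunken fold changes the number was 856 and lay outside, as it did with unshrunken ones (867), with all 5 groups in 1 fit (593), with the replicate block (0), without any 1 of the DBA2 BM IM libraries (71 to 81) or of the other libraries (124 to 177), and against BM IMs of both strains (175 with edgeR and 692 with DESeq2's shrunken fold changes). The paper's list also repeats the 10 candidate genes above the others, which makes 283 entries, and holds genes of both directions.

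The paper describes the genes of its list as higher in TIMs. Of its 273 genes, 272 were in the count table and all of these were tested here. All 272 changed in the same direction in all 3 comparisons, 107 higher and 165 lower (60.7%) in TIMs. In Fig. 1B, about 60% of the genes are lower in TIMs, read by eye. Of the 272 genes, 128 were shared DEGs here, 50 higher and 78 lower, and 235 with DESeq2's shrunken fold changes.

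The paper takes its 10 candidate genes from genes that pass in all 3 comparisons. Here Klf7 passed in none, with adjusted p values of 0.00031, 0.00281 and 0.00133 from edgeR's quasi-likelihood test, and Spon1 (adjusted p = 0.000708), Socs3 (adjusted p = 0.00015) and Sdcbp (log2 fold change 0.96, adjusted p = 0.000212) did not pass in LN4K1 lung metastases. With DESeq2's shrunken fold changes, and with all 5 groups in 1 fit, 9 of the 10 passed in all 3. Klf7 passed in all 3 with DESeq2's shrunken or unshrunken fold changes, and in primary tumors and lymph node metastases with all 5 groups in 1 fit. In LN4K1 lung metastases, Spon1 and Socs3 passed with DESeq2's shrunken or unshrunken fold changes, with all 5 groups in 1 fit and without LN4K1 lung TIM replicate 3, and Socs3 also without a filter and with at least 10 counts in every library. Sdcbp passed there only with all 5 groups in 1 fit.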

Other observations

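The tests of Spon1 against other cell types within each model, of cell cycle genes within each model, of the sums of lymphocyte genes and of the splits for the shared DEGs were chosen in their present form only after the results were seen. The other tests of this part were chosen beforehand.

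Other splits of the same libraries gave fewer DEGs than the real one in each comparison. For primary tumors, 1 of the 56 splits of 5 and 3 libraries gave as many, the real one, and the same held for lymph node metastases and for LN4K1 lung metastases (1 of 56 each). It also held for lymph node against primary tumor TIMs and for the shared DEGs (1 of 100 each). The largest number in any other split was 0 in all of these, with at most 2044, 2323, 3051 and 1942 genes at an unadjusted p under 0.05 in the 4 comparisons, against 9576, 6082, 5047 and 3479 in the real split, and 61 against 2584 for the shared genes. Splits that mix the groups also widen the spread within them, so that these counts speak against an arbitrary grouping of the libraries and do not give the share of false DEGs.

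Spon1 was higher in TIMs of all 3 tissues. Fibroblasts, tumor epithelial cells and alveolar macrophages were weighed as the source of its RNA. Other macrophages, dendritic cells and endothelial cells were not tested as its source. Macrophages stay open in all 3 tissues. Their list summed to 4389, 3602 and 5659 CPM in primary tumor, lymph node and LN4K1 lung TIMs, against 1754 CPM in FVB and 1518 CPM in DBA2 BM IMs. Fibroblasts are argued against in the LN2E1 model, because the fibroblast list fell by 4.55 in the median from primary tumor to lymph node TIMs, a log2 change of -4.55, while Spon1 changed by 0.05. Tumor epithelial cells that express keratins are argued against in the LN2E1 model, since Krt8, Krt18 and Krt19 summed to 0.457 ± 0.462 CPM (SD, n = 5) in lymph node TIMs, where Spon1 had at least 41.5 CPM. From these libraries, cancer cells low in keratins cannot be told apart from a rise within TIMs there. Cdh1 had 52.5 CPM in primary tumor TIMs and 62.4 CPM in lymph node TIMs, near the level of Spon1. The LN2E1 cells themselves were not among the sequenced samples. Fibroblasts and alveolar macrophages are argued against in LN4K1 lung metastases, since their lists summed to 24.1 ± 21.1 CPM (SD, n = 5, at most 56.2) and 11.8 ± 8.38 CPM (at most 26.6), while Spon1 alone had at least 59.3 CPM. In the LN2E1 model, only the 5 genes of the alveolar macrophage list under 1 CPM in FVB BM IMs, where no baseline hides such cells, argue against alveolar macrophages. They summed to 6.67 ± 12.1 CPM (at most 28.2) in lymph node TIMs and 3.24 ± 3.53 CPM (at most 8.89) in primary tumor TIMs, while Spon1 had at least 41.5 and 35.2 CPM. The whole list summed to 71.0 CPM in lymph node TIMs, above the mean of Spon1, and to 137 CPM in FVB BM IMs. Among its other genes, Fabp4 rose from 3.99 CPM in FVB BM IMs to 15.6 CPM in lymph node TIMs, and Ear1 fell from 129 to 21.7 CPM. In LN4K1 lung metastases, Krt8, Krt18 and Krt19 summed to 86.9 ± 57.7 CPM (SD, n = 5), against 0.748 CPM in DBA2 BM IMs. Replicate 3 had 0.217 CPM of these keratins and the lowest Spon1 level, 59.3 CPM, which is still above that of DBA2 BM IMs, and the other 4 libraries had 70.2 to 144 CPM of keratins and 104 to 217 CPM of Spon1. Tumor epithelial RNA as a part of Spon1 in LN4K1 lung TIMs therefore cannot be told apart from a rise within TIMs. The paper reports low Spon1 in LN2E1, LN4K1 and LLC cells compared with BM IMs or TIMs of LLC tumors, which bears on the cancer cells of both models. Across the 15 TIM libraries, with each group's mean removed, Spon1 was compared with 3 lists, with permutations within groups. With fibroblast genes, r was 0.450 (permutation p = 0.185, Benjamini-Hochberg adjusted p = 0.277), rho 0.304 (permutation p = 0.349), and r was 0.406 without the 2 libraries farthest from the median. With squamous epithelial genes, r was 0.629 (permutation p = 0.119, adjusted p = 0.277), rho 0.45 (permutation p = 0.124), and r was 0.215 without 2 libraries, lymph node TIM replicate 5 and LN4K1 lung TIM replicate 3, on which the relation rests. With alveolar macrophage genes, r was 0.241 (permutation p = 0.59, adjusted p = 0.59), rho 0.0393 (permutation p = 0.908), and -0.305 without 2 libraries. None of the 3 relations passed.

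The loss of cell cycle genes in TIMs might come from dividing precursors of other types in the BM IM samples. Neutrophil precursor genes fell too, with medians of -6.80 in primary tumors, -8.23 in lymph node metastases and -2.72 in LN4K1 lung metastases, against -4.01, -5.89 and -5.02 for cell cycle genes. In the LN2E1 model the fall of precursor genes exceeds that of cell cycle genes, which is consistent with precursors in BM IM samples as a candidate explanation. In LN4K1 lung metastases the fall of precursor genes was smaller, and precursors and a loss of division in IMs cannot be told apart, since some LN4K1 libraries also carry these genes. Of the 8 precursor genes, 4, 4 and 2 were lower DEGs in the 3 comparisons, and 4, 4 and 4 adjusted over the list alone. Their sums were 4650 CPM in FVB BM IMs, 3184 in DBA2 BM IMs, 128 in primary tumor TIMs, 49.2 in lymph node TIMs and 353 in LN4K1 lung TIMs. Camp is 1 of these genes. Division of BM IMs themselves stays open and was not tested.

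The paper's methods describe a digestion with collagenase at 37 °C for lung tissues and do not say how BM was handled. Digestion of the tumor samples alone might induce immediate early genes. The median log2 fold change of the 15 immediate early genes was 1.11 in primary tumors, 0.40 in lymph node metastases and 1.01 in LN4K1 lung metastases. Higher DEGs numbered 6, 2 and 1, with 1 lower DEG in lymph node metastases, and 7, 4 and 4 adjusted over the list alone, with 1 lower. The sums were 14419 CPM in FVB BM IMs, 23338 in DBA2 BM IMs, 24029 in primary tumor TIMs, 15173 in lymph node TIMs and 40401 in LN4K1 lung TIMs. Any difference in digestion went with tissue, so that a digestion response cannot be told apart from a response to the tumor. The high level in BM IMs leaves both open.

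The 4 genes lower in lymph node than in primary tumor TIMs might reflect lymphocytes that dilute the lymph node samples. The tables argue against this, since a dilution of this size would need most of the RNA to come from lymphocytes, while B cell genes summed to 70.4 ± 26.9 CPM (SD, n = 5) in lymph node TIMs, against 47.5 ± 10.1 CPM in primary tumor TIMs, and T cell genes to 51.6 ± 33.1 CPM, against 32.3 ± 11.5 CPM. The 2 lists changed by 0.04 and 0.39 in the median and 0 of their genes were DEGs, with 2 and 0 at an unadjusted p under 0.05. The fibroblast list fell between the same groups, and Tnc, Mmp3, Mmp10 and Igsf10 coming from fibroblasts in the primary tumor samples was not tested.

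Genes of the paper's collagen signature, which the paper relates to Spon1 in tumors, were measured in the sorted IM samples. Of the 11 genes, 9 were tested in primary tumors, 7 in lymph node metastases and 6 in LN4K1 lung metastases. DEGs numbered 7, 0 and 0, 8, 0 and 0 adjusted over the list alone, and 8, 4 and 3 at an unadjusted p under 0.05. The medians were 8.24, 3.12 and 2.75, with genes at the limit of detection taken at their bound. The sums were 2.81 CPM in FVB BM IMs, 4.67 in DBA2 BM IMs, 742 ± 310 (SD, n = 5) in primary tumor TIMs, 37.8 ± 37.4 in lymph node TIMs and 15.8 ± 16.6 in LN4K1 lung TIMs, and the last was 9.12 without replicate 5. Col3a1 was at least 11029-fold higher in primary tumor TIMs than in FVB BM IMs. Fibroblast RNA or cells in the primary tumor samples are a candidate explanation of these rises. The fibroblast list, which shares Col1a1, Col1a2 and Col3a1 with the signature, summed to 973 CPM there. Its 6 genes that are not collagens went from 6.90 CPM in FVB BM IMs to 220 CPM. The rises therefore cannot be credited to the TIMs themselves. Lrp8, the receptor in the paper's model, had log2 fold changes of 0.89, 1.66 and -0.84, with adjusted p values of 0.0319, 0.0162 and 0.328 from edgeR's test, at 2.7 CPM in FVB BM IMs and 0.8 CPM in LN4K1 lung TIMs. Tgfb1 rose by 2.63 in primary tumors, where it was a DEG (adjusted p = 4.25e-05 from edgeR's test, and in 3 of 8 fits that left out 1 library), by 1.49 in lymph node metastases and by 0.69 in LN4K1 lung metastases. Ccr2 rose by 0.65, 0.38 and 0.96 with adjusted p values of 0.000627, 0.0568 and 0.000269 from edgeR's test, and was a DEG in none of the 3.

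Markers of other cells were measured in the same samples. B cell genes had medians of 2.71, 1.97 and 0.40 over 7, 4 and 4 tested genes in primary tumors, lymph node metastases and LN4K1 lung metastases, with 2, 0 and 0 DEGs, 2, 1 and 0 adjusted over the list alone, and 5, 3 and 2 genes at an unadjusted p under 0.05. Their sums were 36.7, 58.5, 47.5, 70.4 and 90.5 CPM in FVB BM IMs, DBA2 BM IMs, primary tumor TIMs, lymph node TIMs and LN4K1 lung TIMs, the order used for all lists here. T cell genes had medians of 2.94, 2.82 and 4.66 over 10, 8 and 9 genes, with 2, 0 and 0 DEGs (2, 2 and 1 adjusted over the list alone, 6, 3 and 6 at an unadjusted p under 0.05) and sums of 2.88, 1.40, 32.3, 51.6 and 17.0 CPM, the second of them 0.914 without DBA2 BM IM replicate 1. NK cell genes had medians of -0.28, 0.78 and 4.44 over 7, 4 and 6 genes, with 1 DEG in each (the same adjusted over the list alone) and sums of 12.1, 27.8, 88.2, 169 and 71.8 CPM. Mature neutrophil genes had medians of 1.04, -2.57 and -1.04 over 7, 6 and 6 genes, with 0, 1 and 0 lower DEGs (0, 2 and 0 adjusted over the list alone, 6, 5 and 3 at an unadjusted p under 0.05) and sums of 1762, 921, 879, 516 and 783 CPM. Alveolar macrophage genes had medians of 1.58, 2.48 and 2.35 over 6, 4 and 7 genes, with 1 lower DEG in primary tumors, 1 higher DEG in lymph node metastases and 0 DEGs in LN4K1 lung metastases, where 4 had an unadjusted p under 0.05. Adjusted over the list alone, lymph node metastases also had 1 lower DEG. The sums were 137, 55.5, 39.3, 71.0 and 11.8 CPM. Macrophage genes had medians of 0.83, 0.58 and 0.59 over 10 genes, with 2, 1 and 0 higher DEGs (3, 1 and 0 adjusted over the list alone, 5, 4 and 7 at an unadjusted p under 0.05) and sums of 1754, 1518, 4389, 3602 and 5659 CPM.

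Lung epithelial genes had medians of 9.19, -1.36 and 5.59 over 7, 2 and 6 tested genes, with 2, 0 and 0 DEGs (4, 0 and 0 adjusted over the list alone, 7, 0 and 5 at an unadjusted p under 0.05) and sums of 4.60, 3.50, 433, 2.58 and 41.4 CPM, the last of them 24.2 without LN4K1 lung TIM replicate 1. Endothelial genes had medians of 1.98, 4.11 and 3.00 over 7, 4 and 7 genes, with 2, 1 and 0 DEGs (the same adjusted over the list alone, 3, 3 and 4 at an unadjusted p under 0.05) and sums of 7.76, 13.1, 61.4, 82.9 and 15.5 CPM. For red blood cells, 1 gene was tested, with log2 fold changes of -2.31, -2.76 and -1.82 and 0 DEGs (1, 0 and 0 at an unadjusted p under 0.05), and sums of 4.86, 0.999, 0.991, 0.701 and 0.290 CPM, of which the fourth was 0 without lymph node TIM replicate 3 and the fifth 0.155 without LN4K1 lung TIM replicate 1. The ribosomal RNA gene Rn45s had log2 fold changes of -4.26, -4.88 and -1.36, was a lower DEG in the LN2E1 comparisons (in all 3 adjusted over the list alone), and had levels of 11145, 1453, 583, 376 and 593 CPM, the first of them 7123 without FVB BM IM replicate 1. Of the sex genes, 1, 1 and 4 were tested, with medians of -0.99, -0.80 and 3.41 and 0 DEGs, also when adjusted over the list alone (1, 1 and 3 at an unadjusted p under 0.05). Xist lay between 27.0 and 88.0 CPM in all libraries, and Y chromosome genes had 0 or 1 count in BM IMs and LN2E1 TIMs but up to 1.71 CPM, for Ddx3y, in LN4K1 lung TIMs. The source of these reads was not tested.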
